# Crosstalk between Regnase-1 and -3 shapes mast cell survival and cytokine expression

**DOI:** 10.26508/lsa.202402784

**Published:** 2024-06-03

**Authors:** Marian Bataclan, Cristina Leoni, Simone G Moro, Matteo Pecoraro, Elaine H Wong, Vigo Heissmeyer, Silvia Monticelli

## Abstract

Post-transcriptional regulation of immune-related transcripts by RNA-binding proteins (RBPs) impacts immune cell responses, including mast cell functionality. Despite their importance in immune regulation, the functional role of most RBPs remains to be understood. By manipulating the expression of specific RBPs in murine mast cells, coupled with mass spectrometry and transcriptomic analyses, we found that the Regnase family of proteins acts as a potent regulator of mast cell physiology. Specifically, Regnase-1 is required to maintain basic cell proliferation and survival, whereas both Regnase-1 and -3 cooperatively regulate the expression of inflammatory transcripts upon activation, with *Tnf* being a primary target in both human and mouse cells. Furthermore, Regnase-3 directly interacts with Regnase-1 in mast cells and is necessary to restrain Regnase-1 expression through the destabilization of its transcript. Overall, our study identifies protein interactors of endogenously expressed Regnase factors, characterizes the regulatory interplay between Regnase family members in mast cells, and establishes their role in the control of mast cell homeostasis and inflammatory responses.

## Abstract (precis)

The RNA-binding proteins Regnase-1 and -3 are central co-regulators of mast cell inflammatory responses. Specifically, Regnase-1 affects mast cell survival and proliferation; instead, both Regnases modulate the expression of inflammatory molecules, with the cytokine TNF being a primary target.

## Introduction

Mast cells are tissue-resident immune cells that exert key effector functions during allergic and anaphylactic reactions, act as sentinels against invading pathogens, and regulate physiological processes, such as tissue repair and angiogenesis (Bischoff, 2007; Theoharides et al, 2015). These cells are activated by a variety of signals through multiple receptors, most commonly via the high-affinity IgE receptor, FcεRI. Recognition of antigens or allergens by IgE antibodies bound to FcεRI triggers cell activation, characterized by degranulation and rapid release of a broad panel of pre-stored and de novo–synthesized mediators (histamine, prostaglandin, cytokines, proteases, etc.), eventually resulting in an inflammatory response (Reber et al, 2015; Theoharides et al, 2015). Dysregulation of mast cell activation and functions may lead to excessive and damaging responses to otherwise harmless agents, as exhibited in mast cell–activating syndromes and IgE-associated disorders (food allergy, allergic rhinitis, asthma, and anaphylaxis) (Theoharides et al, 2015). Tight control of mast cell functionality is therefore crucial to facilitate responses that will effectively eradicate a pathogen or allergen, while minimizing harm to the host.

Post-transcriptional regulation of immune-related mRNAs is critical in controlling immune cell responses. This can be mediated by RNA-binding proteins (RBPs), which bind to specific elements within the RNA transcripts and regulate different post-transcriptional events, such as RNA processing, modification, stability, and translation (Kafasla et al, 2014; Turner & Díaz-Muñoz, 2018; Bataclan et al, 2021). Mechanistically, RBPs can restrain inflammation by binding to *cis*-regulatory regions, such as AU-rich regions or stem–loop structures, in the 3′ untranslated region (UTR) of inflammatory mRNAs, leading to the destabilization and eventual degradation of these transcripts. In mast cells, we recently showed that mRNA methylation is crucial to restrain mast cell responses and that m^6^A methylation of the *Il13* transcript determines its stability and the extent of IL-13 cytokine production (Leoni et al, 2023). However, the mechanistic details regarding the functions of many RBPs and their role in the regulation of mast cell responses are yet to be elucidated.

Here, we found that the expression of members of the Regnase family of RBPs is highly induced upon acute stimulation of mast cells. Regnase proteins (Regnase-1 to Regnase-4, encoded by the *Zc3h12a-d* genes) are essential to restrain excessive inflammatory responses in immune cells, through the action of an intrinsic RNase enzymatic activity (Uehata et al, 2013; Mino et al, 2015). Upon recognition of stem–loop structures in target mRNAs, Regnases directly cleave and destabilize inflammatory transcripts (Uehata et al, 2013). Linked to such a prominent role in restraining effector immune responses, Regnase-1 has recently gained attention as a candidate therapeutic target to enhance anti-tumor responses of CD8^+^ T lymphocytes. Deletion of Regnase-1 was sufficient to improve T-cell expansion, functionality, and persistence, leading to enhanced anti-tumor responses in mice (Wei et al, 2019; Zheng et al, 2021; Mai et al, 2023; Raj et al, 2023). On the contrary, significant amelioration of disease was observed in preclinical models of autoimmunity in which the expression of Regnase-1 was stabilized by the in vivo injection of morpholino oligonucleotides. These oligonucleotides effectively blocked the stem–loop structures in the *Zc3h12a* 3′UTR that are normally targeted by Regnase-1 itself in a process of autoregulation, resulting in the observed amelioration of the disease (Tse et al, 2022). Within the myeloid compartment, Regnase-1 was shown to prominently regulate a number of inflammatory transcripts in macrophages, including *Il6, Il12b*, and *Ptgs2* (Matsushita et al, 2009; Iwasaki et al, 2011; Mino et al, 2015). Differently from Regnase-1, which is expressed both in lymphoid and in myeloid cells, Regnase-3 functions primarily in myeloid cells, and its macrophage-specific deletion led to excessive IFN-γ expression (von Gamm et al, 2019). Despite the growing interest in understanding the role of Regnases in immune response regulation, numerous questions persist regarding their mechanism of action. These include the extent of their unique or redundant functions in immune cells, and whether they physically interact to modulate shared mRNA targets.

By leveraging a variety of experimental approaches, such as gene editing and genetic deletions of Regnase proteins, modulating their expression via mRNA delivery, and identifying their protein interactome through immunoprecipitation coupled with mass spectrometry, our study reveals that Regnase-1 serves as a key negative regulator of mast cell proliferation and survival. In contrast, Regnase-3 primarily modulates the expression of Regnase-1 within mast cells, with which it also physically interacts. Despite showing some distinct regulatory roles, influenced in part by the preference of these two proteins for different subcellular compartments, both Regnase-1 and -3 share regulatory control over a subset of inflammatory transcripts, including *Tnf*. In summary, our study delineates the protein interactome of endogenously expressed Regnase proteins and elucidates their significance in governing mast cell homeostatic and inflammatory responses.

## Results

### The expression of both Regnase-1 and -3 is induced in acutely stimulated mast cells

To determine how the expression of RBP-encoding genes changes in mast cells upon stimulation with IgE and antigen complexes, we first re-analyzed RNA-seq datasets of murine bone marrow–derived mast cells (BMMCs) stimulated for 2 h with IgE and antigen complexes from Li et al (2021), focusing only on RBP-encoding genes as defined in the RBP2go database (Caudron-Herger et al, 2021) and including only RBPs detected in more than one dataset (Fig S1A and Table S1). This resulted in overall 827 differentially expressed transcripts, of which 435 were associated with general RNA metabolic processes at gene ontology (GO) analysis. Within this category, RBP transcripts divided into further functional categories linked primarily to RNA processing, translation, and stability (Fig S1B). Next, we found that *Zc3h12c* (Regnase-3) was among the most highly induced RBP-encoding transcripts after stimulation (Fig S1A). Two other Regnase family members, *Zc3h12a* (Regnase-1) and *Zc3h12d* (Regnase-4), were also induced, whereas *Zc3h12b* (Regnase-2) was downmodulated. Re-analysis of ATAC-seq data from Li et al (2021) also showed increased accessibility around the *Zc3h12a* and *Zc3h12c* promoters upon IgE crosslinking, suggesting transcriptional activation after acute stimulation (Fig S1C). Analysis of the expression of *Zc3h12a-d* in mast cells extracted ex vivo from different mouse tissues (ImmGen database) (Dwyer et al, 2016) also revealed the high expression of *Zc3h12c* in most tissue-derived mast cells (notably from the skin, less prominently from the peritoneal cavity), followed by the modest expression of *Zc3h12a* and very low levels of *Zc3h12b* and *Zc3h12d* (Fig S1D). Finally, data mining of published RNA-seq data from human mast cells revealed induction of *ZC3H12A* and *ZC3H12C* expression in stimulated mast cells obtained from the human skin (Gao et al, 2023). Similar results were obtained by RNA-seq of stimulated human peripheral blood–derived mast cells (Cildir et al, 2019) (Fig S1E). Overall, these observations point toward a role of selected Regnase family members in modulating mast cell functions, and we therefore focused our attention on this family of RBPs.

**Figure S1.**
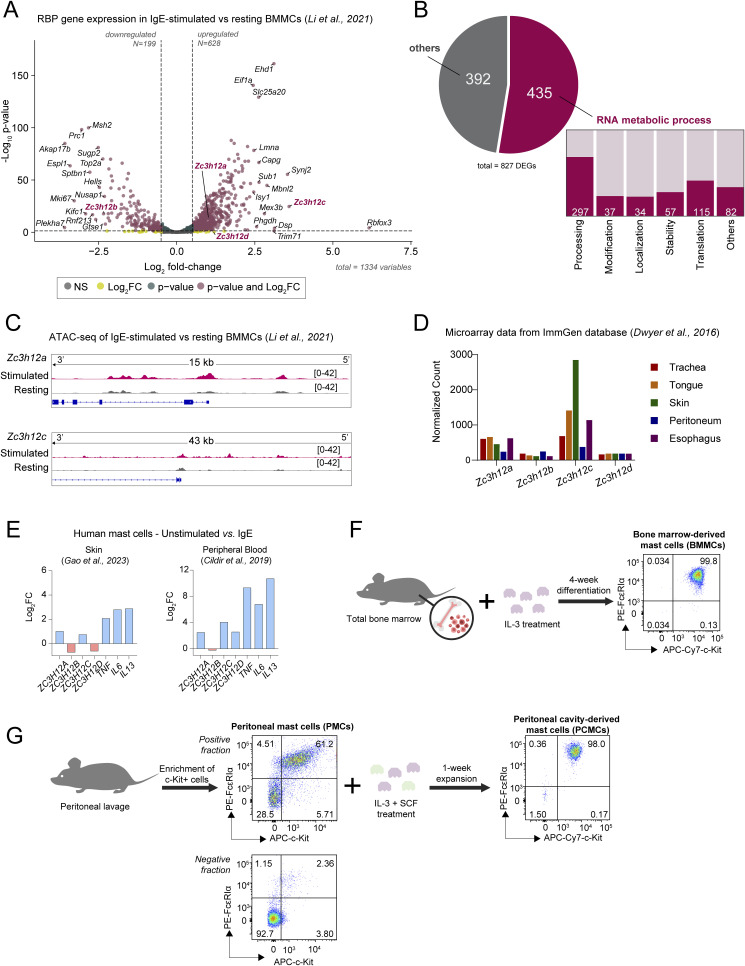
RBP gene expression in mast cells and gating strategies. **(A)** Differential expression of RBP genes in bone marrow–derived mast cells after IgE-mediated stimulation for 2 h versus at resting state, from Li et al (2021). **(A, B)** Functional category analysis of differentially expressed RBP genes in (A). **(C)** ATAC-seq tracks of *Zc3h12a* and *Zc3h12c* in resting (gray) and IgE-stimulated (pink) conditions. Representative data of two experiments, from Li et al (2021), are shown. **(D)** Expression of Regnase genes (*Zc3h12a-d*) in mast cells isolated from different mouse tissues, from Dwyer et al (2016). **(E)** RNA-seq data of human mast cells obtained from the skin (left panel) (Gao et al, 2023) and CD34^+^ precursor–derived human mast cells (right panel) (Cildir et al, 2019), showing induction of both *ZC3H12A* and *ZC3H12C* expression, as well as the expected induction of cytokines. **(F, G)** Schematic diagrams of murine mast cell (F) in vitro differentiation from bone marrow and (G) ex vivo isolation, enrichment, and in vitro expansion from mouse peritoneum.

Table S1 Meta-analysis data. RNA-seq re-analysis of RBP gene subset: differential expression and GO analysis, microarray data from mouse mast cells, RNA-seq data from human mast cells.

To validate and extend these findings, we first measured the expression of the Regnase-encoding transcripts in BMMCs (∼99% pure populations, determined by FcεRIα and c-Kit staining; Fig S1F) activated with IgE and antigen complexes for the indicated times. *Zc3h12b* and *Zc3h12d* were expressed at very low levels and were not significantly induced upon stimulation, whereas both *Zc3h12a* and *Zc3h12c* were expressed and highly induced at early time points (within the first 1–2 h) in activated mast cells (Fig 1A). Similar significant induction specifically of *Zc3h12a* and *Zc3h12c* was observed in mast cells separated ex vivo from the peritoneal cavity and stimulated with PMA and ionomycin (Figs 1B and S1G). Regnase-1 and -3 were also induced at the protein level upon activation of BMMCs and peritoneal cavity–derived, in vitro–expanded mast cells (Fig 1C and D), pointing toward a role of these two Regnase family members in regulating mast cell responses to stimuli. We also detected the expected proteolytic cleavage of Regnase-1 upon activation, consistent with Malt-1 activation downstream of the IgE receptor complex (Klemm et al, 2006; Uehata et al, 2013). Whether Regnase-3 is regulated post-translationally remains to be understood, especially considering the complex pattern revealed by Western blot (Fig 1C and D), as reported also in the literature (von Gamm et al, 2019). In terms of subcellular localization, both Regnase-1 and -3 were detected within punctuated structures in the cytoplasm of acutely activated mast cells, with a limited overlap (Fig S2). Because mast cells can be activated by a large variety of signals, we determined whether stimuli other than IgE and antigen complexes affected Regnase expression. We found that both *Zc3h12a* and *Zc3h12c* were induced, albeit at different extents, by inflammatory signals that induce cytokine expression in mast cells, including IL-33 and LPS, but not by the c-Kit ligand stem cell factor (SCF), which by itself did not induce cytokine expression (Figs 1E and S3). Overall, these data point toward a role of Regnase-1 and -3 in modulating mast cell activation and/or effector functions that we set out to investigate.

**Figure 1.**
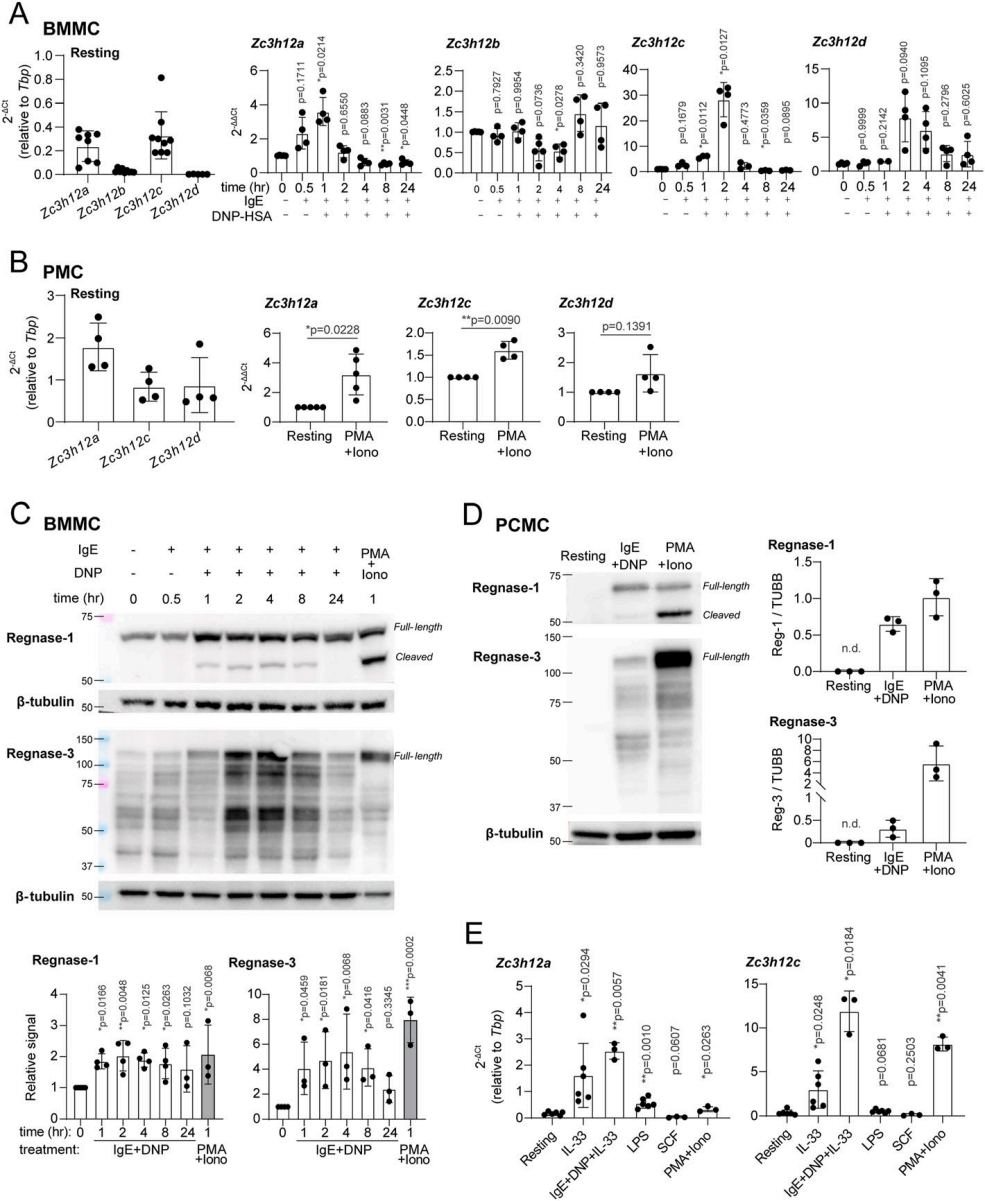
Expression of Regnase-1 and Regnase-3 is induced upon mast cell activation. **(A)** Expression of *Zc3h12a-d* in bone marrow–derived mast cells (BMMCs) at the resting state (left panel) and upon activation with IgE and antigen complexes for up to 24 h (right), normalized to *Tbp* expression. N = 4–9 independent experiments. Mean ± SD. One-way ANOVA. **(B)** Expression of *Zc3h12a-d* in ex vivo–isolated peritoneal cavity mast cells at the resting state (left) and upon activation with PMA and ionomycin for 2 h (right), normalized to *Tbp* expression. N = 4–5 independent experiments. Mean ± SD. Paired *t* test, two-tailed. **(C)** Expression of Regnase-1 and Regnase-3 in BMMCs activated with IgE and antigen complexes or PMA and ionomycin at various time points. Regnase-1 (full-length + cleaved) and Regnase-3 (full-length) levels were normalized to β-tubulin expression. N = 3–4 independent experiments. Mean ± SD. One-way ANOVA. **(D)** Expression of Regnase-1 and Regnase-3 in cultured peritoneal cavity–derived mast cells activated with IgE and antigen complexes or PMA and ionomycin for 2 h, normalized to β-tubulin expression. N = 3 independent experiments. Mean ± SD. n.d., not determined. **(E)** Expression of *Zc3h12a* and *Zc3h12c* upon activation of BMMCs with different stimuli for 2 h, normalized to *Tbp* expression. N = 3–6 independent experiments. Mean ± SD. Paired *t* test, two-tailed. Source data are available for this figure.

**Figure S2.**
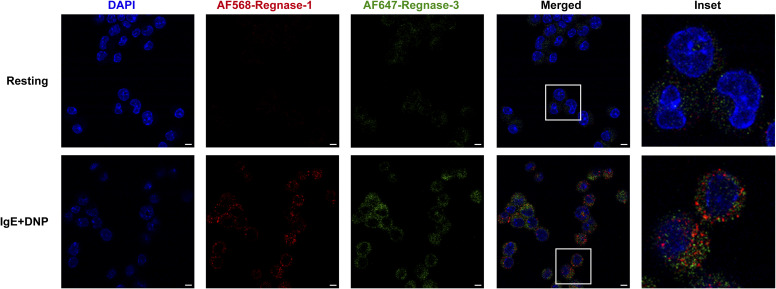
Confocal microscopy imaging of endogenously expressed Regnase-1 and Regnase-3 proteins. Immunofluorescence staining of endogenously expressed Regnase-1 and Regnase-3 in bone marrow–derived mast cells either left resting or activated with IgE and HSA-DNP antigen for 2 h. Bars, 5 μm.

**Figure S3.**
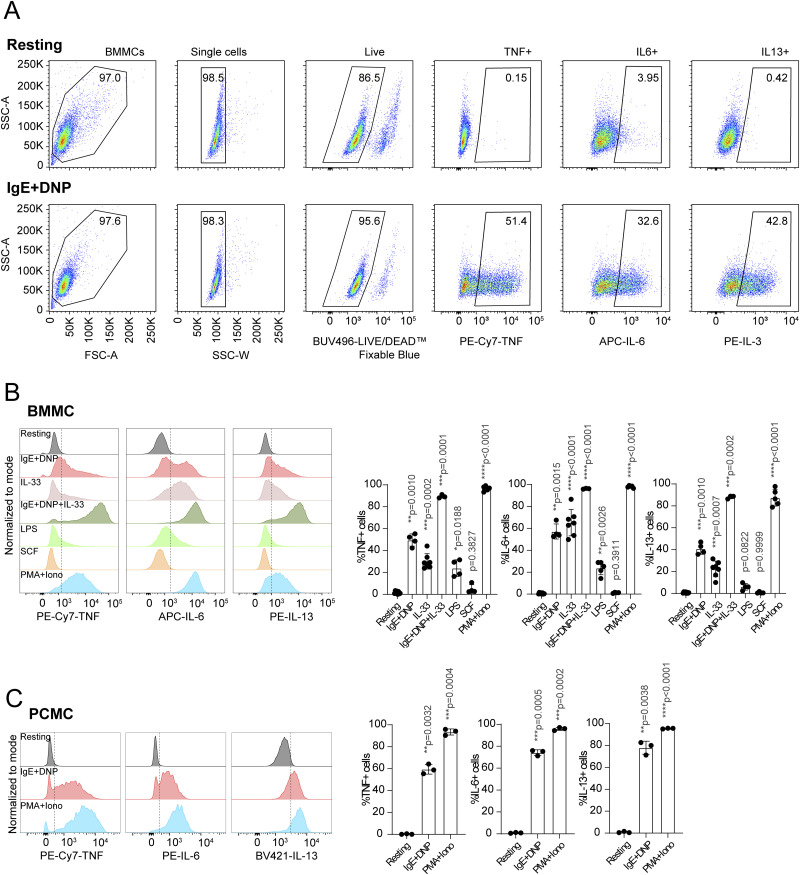
Intracellular cytokine staining and gating strategies. **(A)** Gating schemes for bone marrow–derived mast cell (BMMC) analyses. Representative FACS plots for intracellular cytokine staining in resting versus IgE-stimulated cells are shown. **(B, C)** TNF, IL-6, and IL-13 intracellular staining in (B) BMMCs and (C) PCMCs activated with different stimuli as in Fig 1. Representative histograms (left) and percentage of cytokine-expressing cells (right) are shown. N = 3–7 independent experiments. Mean ± SD. One-way ANOVA. Source data are available for this figure.

### Regnase-1 and -3 restrain the expression of inflammatory cytokines in mast cells

To gain a broad understanding of the impact of Regnase-1 and -3 on the expression inflammatory transcripts, we first used siRNAs to deplete both factors (schematics of siRNA targeting strategy in Fig 2A). Depletion of both Regnase-1 and -3, alone and in combination, was highly effective at the mRNA and protein levels (Fig 2B and C). Notably, depletion of Regnase-3 led to the significantly increased expression of Regnase-1, pointing toward a role of Regnase-3 in restraining Regnase-1 expression (Fig 2C), consistent with previous data described in macrophages (Liu et al, 2021; von Gamm et al, 2019). Next, we stimulated the cells for 2 h with IgE and antigen, and we measured the expression of 734 immune transcripts by NanoString digital profiling. We chose this method because we were primarily interested in immune-related inflammatory transcripts. We found that 325 of these transcripts were expressed by mast cells and that the depletion of Regnase-1, alone or in combination with Regnase-3, led to the increased expression of mRNAs encoding inflammatory mediators, including established Regnase-1 targets such as *Nfkbiz* and *Il2* (Uehata et al, 2013; Jeltsch et al, 2014) (Fig 2D and Table S2). Differently from Regnase-1, depletion of Regnase-3 alone had only a very modest impact on the inflammatory transcriptome of mast cells, with only nine genes significantly up-regulated (log_2_ fold change >0.5 and *P* ≤ 0.05) (Fig 2D). Depletion of both proteins at the same time led to an overall combined phenotype that enhanced the effect of the individual depletions, with transcripts such as *Tnf, Il1b*, *Il2*, and *Nfkbiz* becoming even more prominently dysregulated (Fig 2D), suggesting redundant functions at least on specific targets. Overall, we found that Regnase-1, and to a lesser extent Regnase-3, restrains the expression of inflammatory transcripts in mast cells. The down-regulated transcripts were likely to be the result of indirect effects of Regnase depletion, and no previously described Regnase-bound, direct targets (Mino et al, 2015) were identified among the down-regulated transcripts (Fig 2E). Vice versa, among the significant up-regulated genes several direct Regnase-1 targets could be observed (red asterisks, Fig 2E), suggesting that our analysis identified transcripts at least in part directly modulated by Regnase proteins. Interestingly, *Il2* and *Tnf* were among the few inflammatory transcripts significantly increased upon depletion of both Regnase-1 and -3, alone or in combination. Because *Il2* was expressed at low levels in mast cells, we further investigated the impact of Regnases on TNF expression. First, we confirmed the increased expression of the *Tnf* transcript in an independent set of experiments (Fig 3A). Next, we found that, concordant with the mRNA data, TNF protein expression was significantly increased upon depletion of Regnase-3, alone or in combination with Regnase-1, whereas the impact of Regnase-1 depletion alone was modest (Fig 3B). Next, to confirm these findings using an independent experimental setup, we used CRISPR/Cas9-mediated gene editing to deplete the expression of *Zc3h12a* or *Zc3h12c* (Fig 3C). Depletion of either protein was highly effective in mast cells, as shown by Western blot (Fig 3D). Concordant with our siRNA data, depletion of both Regnase-1 and -3 led to significantly increased *Tnf* mRNA expression (Fig 3E) and to increased protein expression, measured by intracellular staining, both in response to IgE and antigen complexes or PMA and ionomycin stimulation (Fig 3F). We also measured the expression of other cytokines prominently produced by mast cells. We found that IL-6 expression was modestly affected by Regnase-1 deletion (Fig S4A), consistent with our NanoString data, showing mildly increased expression, and it was unaffected by Regnase-3 deletion. Although at the mRNA level we could not detect any effect on the *Il13* transcript, IL-13 expression was mostly increased upon deletion of either Regnase, suggesting indirect regulation.

**Figure 2.**
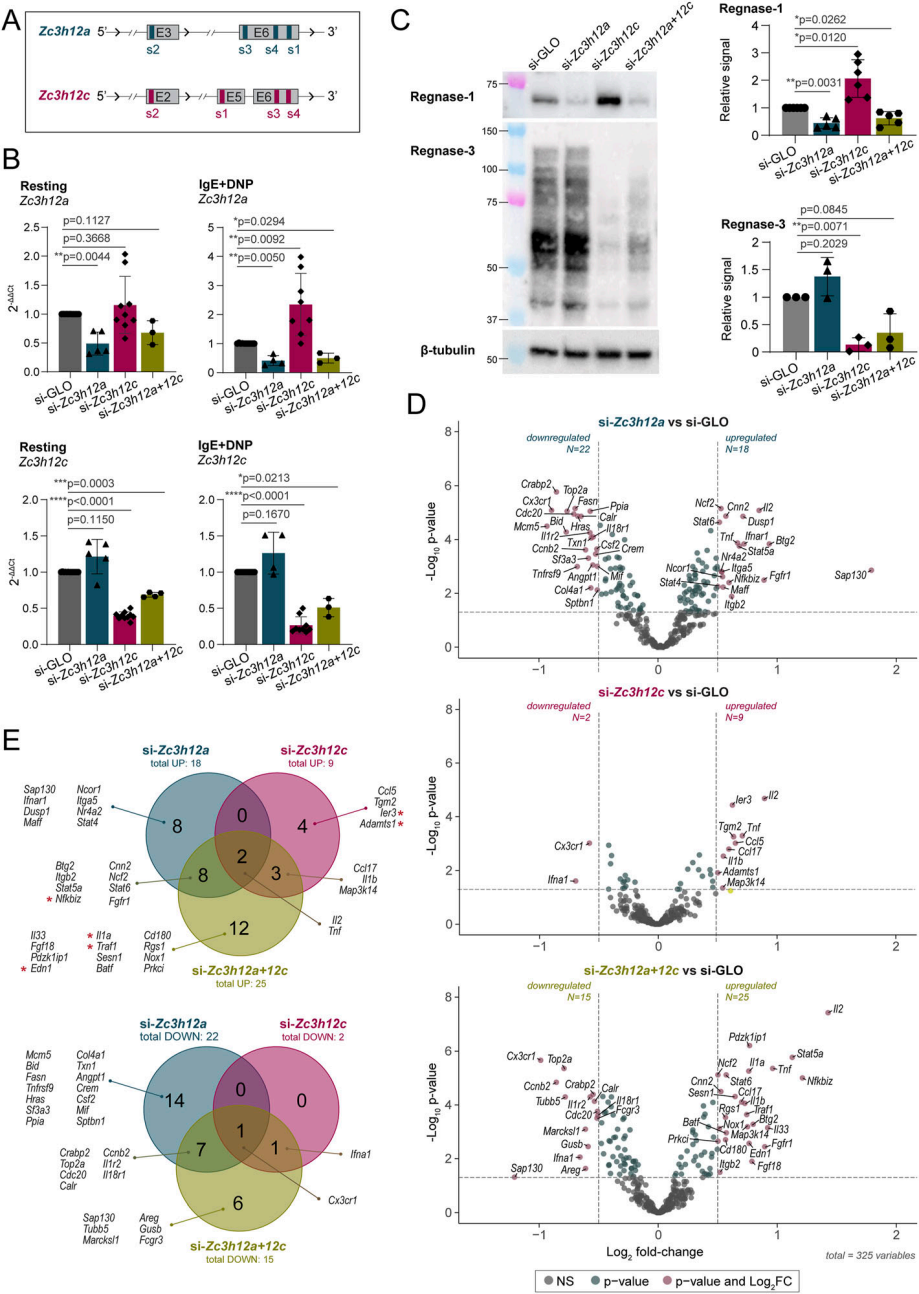
Depletion of Regnase-1 and Regnase-3 induces inflammatory gene expression in activated mast cells. **(A)** Schematic representation of *Zc3h12a* and *Zc3h12c* loci with regions targeted by siRNAs for RNAi-mediated gene knockdown. Only the exons targeted by the siRNAs are shown. **(B, C)** mRNA and (C) protein expression of Regnase-1 and Regnase-3 upon transfection of bone marrow–derived mast cells (BMMCs) with siRNAs targeting *Zc3h12a* and/or *Zc3h12c*. Cells were either left resting or stimulated with IgE and antigen. mRNA expression is normalized to *Tbp* (B), whereas protein expression is normalized to β-tubulin (C). N = 3–9 independent experiments. Mean ± SD. Paired *t* test, two-tailed. **(D)** Differentially expressed genes (−0.5>log_2_ fold change>0.5) in Regnase-1 and/or Regnase-3 knockdown BMMCs activated with IgE and antigen complexes for 2 h, measured by NanoString digital profiling. **(E)** Venn diagram of differentially expressed genes in (D). Genes marked with a red asterisk were reported to be directly bound by Regnase-1 in a RIP-seq analysis of HeLa cells (Mino et al, 2015). Source data are available for this figure.

Table S2 NanoString analysis. Raw counts, differential expression.

**Figure 3.**
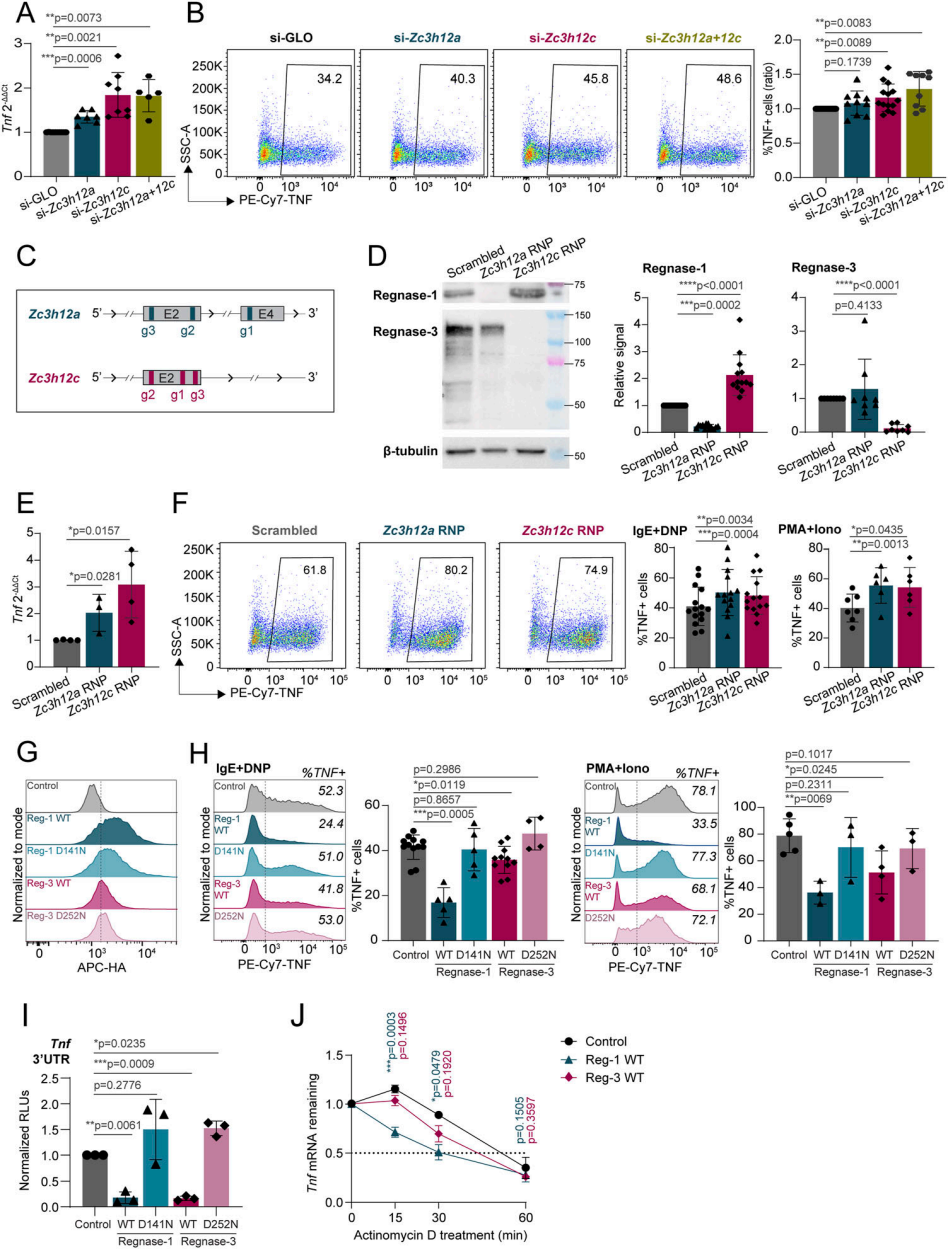
Regnase-1 and Regnase-3 negatively regulate TNF expression. **(A, B)** mRNA expression and (B) intracellular staining of TNF in activated bone marrow–derived mast cells (BMMCs) (IgE and antigen complexes for 2 h in (A) and 4 h in (B)) transfected with siRNAs against *Zc3h12a* and/or *Zc3h12c*. mRNA expression is normalized to *Tbp* in (A). Representative FACS plots and percentage of TNF+ cells (normalized to siGLO) are shown in (B). N = 5–14 independent experiments. Mean ± SD. Paired *t* test, two-tailed. **(C)** Schematic representation of *Zc3h12a* and *Zc3h12c* loci with regions targeted by gRNAs for CRISPR/Cas9-mediated gene knockout. Only the exons targeted by the gRNAs are shown. **(D)** Expression of Regnase-1 and Regnase-3 upon transfection of BMMCs with CRISPR/Cas9-gRNA RNPs targeting *Zc3h12a* or *Zc3h12c* after 1 wk of culture, normalized to β-tubulin expression. N = 8–13 independent experiments. Mean ± SD. Paired *t* test, two-tailed. **(E)** *Tnf* expression in Regnase-1 and Regnase-3 knockout BMMCs activated with IgE and antigen complexes for 2 h, normalized to *Tbp* expression. N = 3–4 independent experiments. Mean ± SD. Unpaired *t* test, two-tailed. **(F)** Intracellular staining of TNF in Regnase-1 and -3 knockout cells activated with IgE and antigen complexes (left) or PMA and ionomycin (right) for 4 h. N = 6–14 independent experiments. Mean ± SD. Paired *t* test, two-tailed. **(G)** Intracellular staining of HA-tag in BMMCs transfected with in vitro–transcribed HA-tagged *Zc3h12a* or *Zc3h12c* mRNA to assess the overexpression of Regnase-1 and -3, either WT or RNase-inactive mutant (D141N or D252N). **(H)** Intracellular staining of TNF in Regnase-1– and -3–overexpressing cells activated with IgE and antigen complexes (left) or PMA and ionomycin (right) for 4 h. N = 3–11 independent experiments. Mean ± SD. Paired *t* test, two-tailed. **(I)** Luciferase reporter assay upon co-transfection of Regnase-1 or Regnase-3, either WT or RNase-inactive mutant (D141N and D252N), with a *Tnf* 3′UTR reporter plasmid in HEK293T cells. N = 3 independent experiments. Mean ± SD. Paired *t* test, two-tailed. **(J)** BMMCs were transfected with in vitro–transcribed mRNAs encoding Regnase-1 or Regnase-3, followed by IgE stimulation and actinomycin D treatment. *Tnf* expression was measured over time by RT–qPCR. N = 4 independent experiments. Mean ± SEM. Paired *t* test, two-tailed. Source data are available for this figure.

**Figure S4.**
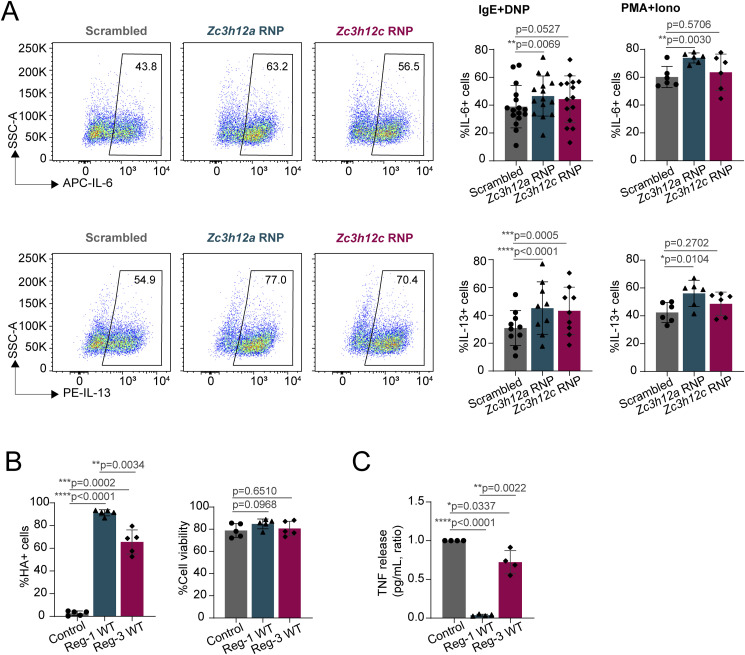
Regnase-1 and Regnase-3 regulation of IL-6 and IL-13 expression. **(A)** Intracellular staining for IL-6 and IL-13 in Regnase-1 and -3 knockout cells activated with IgE and antigen complexes (left) or PMA and ionomycin (right) for 4 h. N = 6–14 independent experiments. Mean ± SD. Paired *t* test, two-tailed. **(B)** Intracellular staining for HA-tag (left) and cell viability (right) of Regnase-1– and -3–overexpressing cells, as in Fig 3G. N = 5 independent experiments. Mean ± SD. Paired *t* test, two-tailed. **(C)** Bone marrow–derived mast cells were transfected with in vitro–transcribed mRNA to express Regnase-1 or Regnase-3, followed by IgE and antigen stimulation, and ELISA for TNF release in the cell culture supernatant. N = 4 independent experiments. Mean ± SD, paired *t* test, two-tailed. Source data are available for this figure.

To confirm these data, we sought to force the expression of Regnase enzymes in mast cells. However, we found that most overexpression methods, including inducible vectors, failed to provide stable Regnase-1 and -3 protein expression, because of deleterious effects, especially of Regnase-1 on mast cell viability. We therefore optimized an in vitro transcription (IVT) system for the direct, short-term delivery of mRNAs encoding Regnase-1 and -3. The T7-driven transcripts were stabilized by the addition of the 5′UTR and 3′UTR from the *HBB* gene, followed by 5′ capping and 3′ poly(A) tailing. We generated transcripts leading to the expression of HA-tagged WT Regnase-1 and -3 and versions carrying point mutations in the RNase enzymatic domain (D141N and D252N, respectively), leading to disruption of the catalytic activity (Matsushita et al, 2009). mRNA delivery of Regnase-1 and -3, either WT or RNase mutant, proved to be feasible and efficient, and all proteins were highly expressed in transfected mast cells, as measured by intracellular staining using an antibody against the HA-tag (Figs 3G and S4B). Cell viability was comparable across conditions (Fig S4B), and the overall subcellular localization of the IVT mRNA-derived proteins was comparable to that of endogenously expressed Regnase-1 and -3 (Fig S5). Analysis of cytokine expression by these cells upon stimulation with either IgE and antigen complexes or PMA and ionomycin revealed that both Regnase-1 and -3 significantly diminished the ability of mast cells to produce TNF in an RNase-dependent manner (Fig 3H). Similar results were obtained by measuring TNF release in the culture supernatant by ELISA (Fig S4C). Compared with Regnase-1, the somewhat reduced capability of Regnase-3 to limit TNF expression was likely linked to the extent of overexpression that we could achieve in this experimental system, which was less pronounced for Regnase-3 (Fig 3G). Mostly consistent with our CRISPR/Cas9 knockout data, the overexpression of Regnase-3 had no detectable effects on IL-6 production, whereas Regnase-1 limited both IL-6 and IL-13 expression by mast cells (Fig S6A). Next, we used the human mast cell lines HMC-1.1 and HMC-1.2 (Sundström et al, 2003) to assess the impact of Regnase-1 on TNF expression in the human system. We found that IVT transfection of human Regnase-1, but not a catalytically inactive version (D141N), significantly reduced TNF expression by human mast cells (Fig S6B and C), indicating that Regnase-dependent regulation of TNF expression is relevant also in the context of human mast cells. To determine whether the effect of Regnase-1 and -3 on murine TNF expression was mediated by the direct targeting of the *Tnf* transcript, we cloned the full-length 3′UTR of *Tnf* into a luciferase reporter vector. We then co-transfected it with Regnase-1– or Regnase-3–expressing vectors, either WT or RNase-impaired. We found that the *Tnf* 3′UTR was strongly affected by both Regnases and that luciferase expression was restored upon mutation of their RNase enzymatic sites, pointing toward a direct effect on *Tnf* that required the RNase enzymatic activity of Regnase proteins (Fig 3I). Finally, actinomycin D treatment of cells transfected with IVT mRNA encoding Regnase-1 or Regnase-3 showed reduced stability over time of the *Tnf* mRNA (Fig 3J). Again, this effect was more prominent for Regnase-1, and potentially linked to the higher level of expression that we could achieve in the IVT transfection system, compared with Regnase-3. Overall, both Regnase-1 and -3 are required to effectively limit TNF expression by mast cells, although their effect on other inflammatory cytokines appears to be more selective and predominantly linked to Regnase-1.

**Figure S5.**
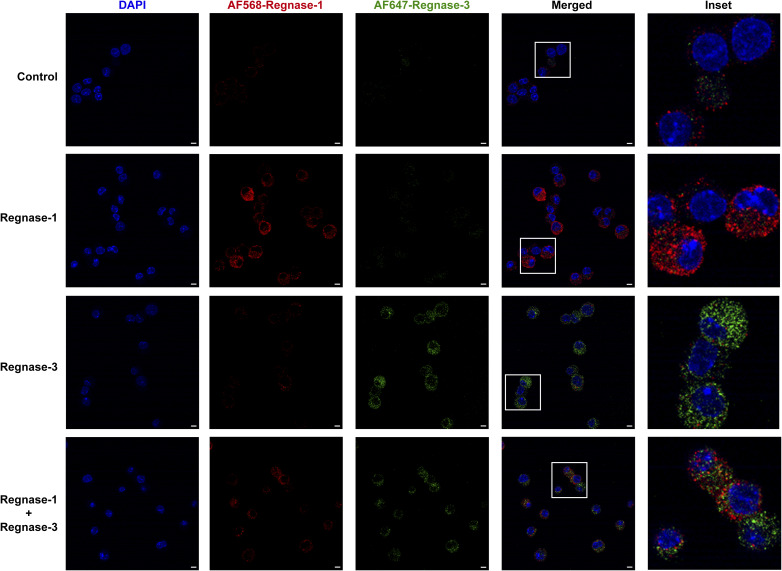
Confocal microscopy imaging of in vitro–transcribed mRNA-expressed Regnase-1 and Regnase-3 proteins. Immunofluorescence staining of Regnase-1 and Regnase-3 overexpressed in bone marrow–derived mast cells upon transfection with in vitro–transcribed *Zc3h12a* or *Zc3h12c* mRNA. Bars, 5 μm.

**Figure S6.**
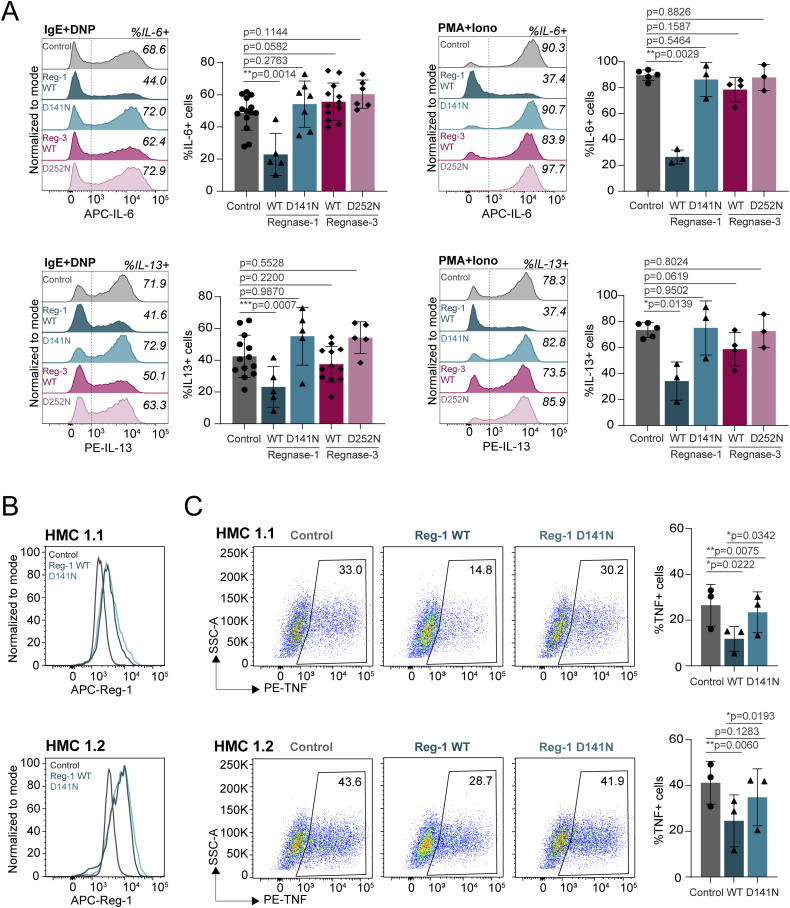
In vitro–transcribed mRNA transfection of Regnase proteins in mouse and human mast cells modulates cytokine expression. **(A)** Intracellular staining of IL-6 and IL-13 in Regnase-1– and -3–overexpressing cells activated with IgE and antigen complexes (left) or PMA and ionomycin (right) for 4 h. N = 3–12 independent experiments. Mean ± SD. Paired *t* test, two-tailed. **(B)** Human mast cell lines HMC-1.1 and HMC-1.2 were transfected with in vitro–transcribed mRNA encoding human Regnase-1, either WT or catalytically inactive (D141N). The comparable expression of both proteins was confirmed by intracellular staining. **(C)** Cells were transfected as in (B), followed by stimulation with PMA and ionomycin and measurement of TNF expression by intracellular staining. N = 3 independent experiments. Mean ± SD. Paired *t* test, two-tailed. Source data are available for this figure.

### Regnase-3 is required to restrain the expression of Regnase-1 in mast cells

Depletion of Regnase-3 by RNAi led to significantly increased Regnase-1 expression in mast cells (Fig 2B and C), indicating that understanding the phenotype of either knockdown or knockout is complicated by the presence of direct and indirect effects and cross-regulation between these two factors. To better dissect the role of Regnase-3 in regulating Regnase-1 expression, we first confirmed the effect of Regnase-3 on the *Zc3h12a* mRNA by deleting *Zc3h12c* by CRISPR/Cas9, showing that *Zc3h12a* mRNA expression was indeed significantly increased (Fig 4A). Concordant with this result, we found that upon overexpression of Regnase-3 by IVT mRNA transfection, Regnase-1 protein expression was significantly reduced (Fig 4B). Regnase-1 is also known to diminish the stability of its own transcript through stem–loop structures in the 3′UTR (Iwasaki et al, 2011; Tse et al, 2022). To assess the impact of the individual Regnases on *Zc3h12a* expression, we cloned the 3′UTR of *Zc3h12a* in a luciferase reporter plasmid and measured its response upon co-transfection of Regnase-1 or Regnase-3. Both proteins were able to strongly affect luciferase expression in an RNase activity–dependent manner, suggesting a direct effect on the 3′UTR of *Zc3h12a* (Fig 4C). Finally, to determine whether Regnase-3 was required to modulate *Zc3h12a* transcript stability in mast cells, we treated the cells with actinomycin D, followed by the measurement of *Zc3h12a* mRNA levels over time. Deletion of Regnase-3 was sufficient to increase the half-life of the *Zc3h12a* transcript in mast cells (Fig 4D), whereas the overexpression of Regnase-3 by IVT mRNA transfection reduced it (Fig 4E). On the contrary, we found no evidence of any impact of Regnase-1 depletion or deletion on Regnase-3 (Fig 4F).

**Figure 4.**
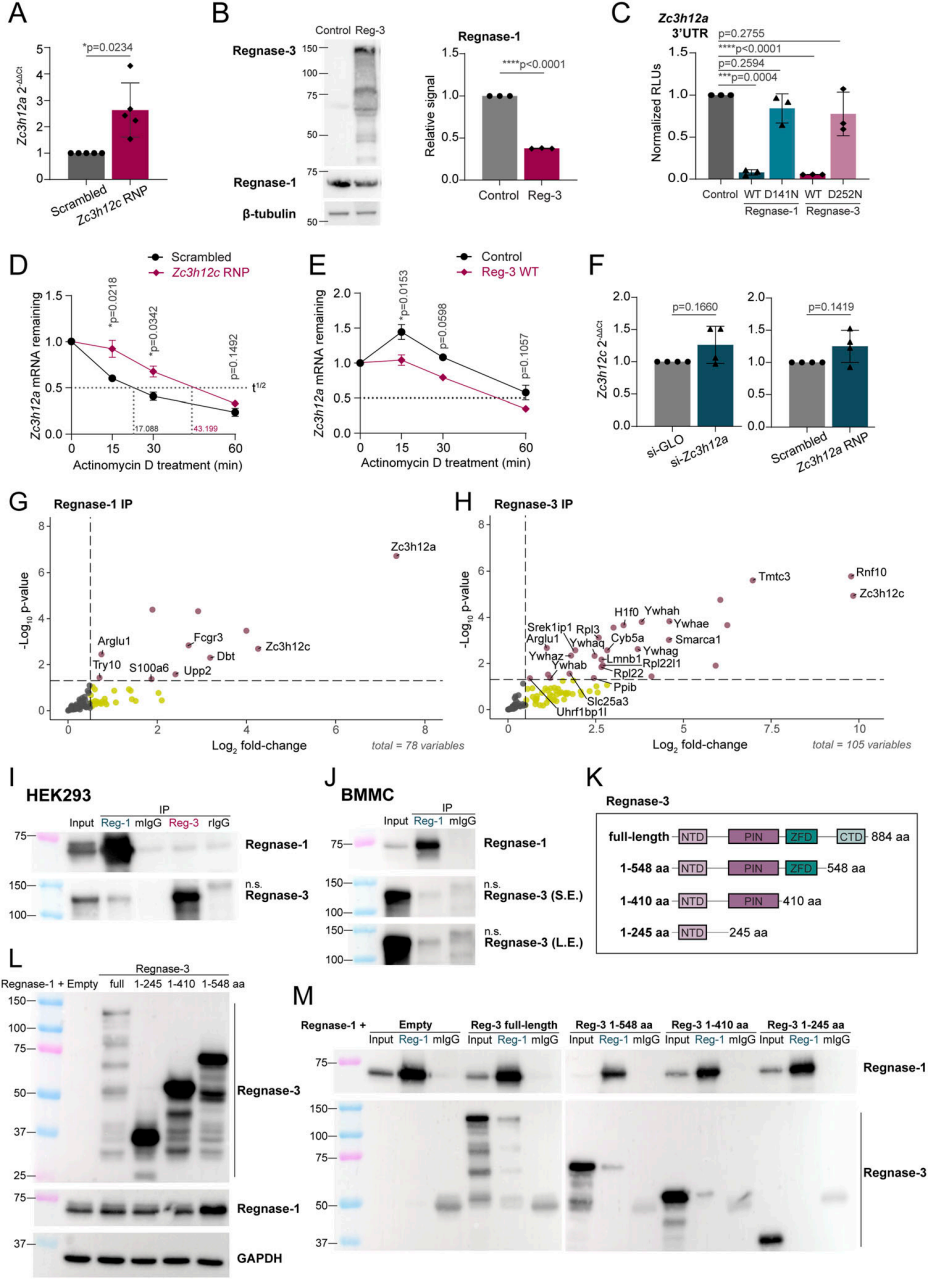
Regnase-3 acts as a negative regulator of Regnase-1 by destabilizing the *Zc3h12a* transcript. **(A)** Expression of *Zc3h12a* in Regnase-3 knockout bone marrow–derived mast cells (BMMCs) activated with IgE and antigen complexes for 2 h, normalized to *Tbp*. N = 5 independent experiments. Mean ± SD. Ratio-paired *t* test, two-tailed. **(B)** BMMCs were transfected with in vitro–transcribed *Zc3h12c* mRNA, followed by Western blot to assess the effect of Regnase-3 overexpression on Regnase-1 expression, normalized to β-tubulin. N = 3 independent experiments. Mean ± SD. Paired *t* test, two-tailed. **(C)** HEK293T cells were transfected with plasmids expressing Regnase-1 or Regnase-3, either WT or RNase-inactive mutant (D141N and D252N), together with a *Zc3h12a* 3′UTR reporter plasmid, followed by luciferase assay. N = 3 independent experiments. Mean ± SD. Paired *t* test, two-tailed. **(D)** BMMCs were transfected with *Zc3h12c* RNPs (or scrambled RNP control), followed by actinomycin D treatment to block transcription. *Zc3h12a* transcript stability was measured by RT–qPCR at the indicated time points after stimulation with IgE and antigen complexes. N = 4 independent experiments. Mean ± SEM. Paired *t* test, two-tailed. Half-life (t^1/2^) was calculated using non-linear regression analysis. **(E)** BMMCs were transfected with in vitro–transcribed mRNA encoding Regnase-3, followed by IgE stimulation and actinomycin D treatment. The expression of *Zc3h12a* was measured at the indicated time points by RT–qPCR. N = 4 independent experiments. Mean ± SEM. Paired *t* test, two-tailed. **(F)** Expression of *Zc3h12c* in Regnase-1 knockdown (left) or knockout (right) BMMCs activated for 2 h with IgE and antigen complexes, normalized to *Tbp*. N = 4 independent experiments. Mean ± SD. Ratio-paired *t* test, two-tailed. **(G, H)** Immunoprecipitation and mass spectrometry analyses of endogenous (G) Regnase-1 and (H) Regnase-3 in BMMCs activated with PMA and ionomycin for 1 h. Immunoprecipitation with mouse or rat IgG isotype control was used as control. Proteins with log_2_FC > 0 from 3 to 4 independent experiments are shown. **(I)** Western blot analysis upon immunoprecipitation of Regnase-1, Regnase-3, and corresponding isotype control in HEK293T cells co-transfected with Regnase-1 and Regnase-3 for 48 h. mIgG, mouse IgG; rIgG, rat IgG; n.s., non-specific. **(J)** BMMCs were sequentially transduced with lentiviruses encoding the catalytically inactive Regnase-1 D141N followed by Regnase-3 D252N. Immunoprecipitation was performed using an anti-Regnase-1 antibody, followed by immunoblot using an anti-Regnase-3 antibody. S.E., short exposure; L.E., long exposure. **(K)** Schematic diagram of Regnase-3 truncation mutants. NTD, N-terminal domain; PIN, PilT N-terminus RNase domain; ZFD, zinc finger domain; CTD, C-terminal domain. **(L)** HEK293T cells were co-transfected with plasmids encoding Regnase-1 and Regnase-3 (both full-length and truncation mutants), followed by immunoblot to detect the expression of both proteins. **(M)** Cells as in (L) were used for immunoprecipitation of Regnase-1, followed by immunoblot to detect Regnase-3 co-immunoprecipitation. Representative of two independent experiments. Source data are available for this figure.

To gain more insights into the crosstalk between Regnase-1 and -3, we performed immunoprecipitation and mass spectrometry analyses of the endogenously expressed proteins in mast cells activated with PMA and ionomycin (Figs 4G and H and S7A, and Table S3). We found that immunoprecipitation of Regnase-1 recovered Regnase-3 as its primary endogenous interactor (Fig 4G). This interaction was confirmed in HEK293T cells upon co-transfection of Regnase-1 and Regnase-3 (Figs 4I and S7B), and in BMMCs sequentially transduced to overexpress catalytically inactive Regnase-1 D141N and Regnase-3 D252N (Figs 4J and S7C). Similar results were obtained using an anti-FLAG antibody to immunoprecipitate FLAG-tagged Regnase-1 or Regnase-3 (Fig S7D). Furthermore, the interaction between Regnase-1 and -3 was unaffected by RNase treatment, suggesting that it does not require RNA binding to occur (Fig S7E). On the contrary, Regnase-3 interacted primarily with ribosomal proteins, suggesting an involvement in translation, and with the 14-3-3 family of proteins (Fig 4H). 14-3-3 proteins were previously shown to interact with FLAG-HA-tagged Regnase-1 when transfected into HeLa cells and to contribute to Regnase-1 protein stability (Akaki et al, 2021). Because in that system Regnase-3 was not expressed, it could not be recovered as an interactor of Regnase-1. However, in our experimental setting in which both Regnase family members are expressed, we found that complex formation involves primarily Regnase-1 and -3 on the one side and Regnase-3 and 14-3-3 proteins on the other, although cell- and stimulus-specific differences may also apply. The fact that in mast cells Regnase-3 was identified as an interactor of Regnase-1, but not the opposite, suggests that Regnase-3 is predominantly interacting with other protein partners, and only a relatively small proportion remains available for Regnase-1 interaction. To determine which region(s) of the Regnase-3 protein are important for its interaction with Regnase-1, we generated truncation mutants lacking different domains of Regnase-3 (Fig 4K). We then co-transfected HEK293T cells and confirmed protein expression by immunoblot (Fig 4L). Next, immunoprecipitation of Regnase-1 recovered Regnase-3 as an interacting partner of all Regnase-3 constructs except for the shortest (1–245aa) protein, lacking the PIN domain (Fig 4M). This is consistent with the PIN domain being important for protein oligomerization, as shown previously for Regnase-1 (Yokogawa et al, 2016). In sum, our data reveal that Regnase-3 is a direct interactor and regulator of Regnase-1 expression in mast cells.

**Figure S7.**
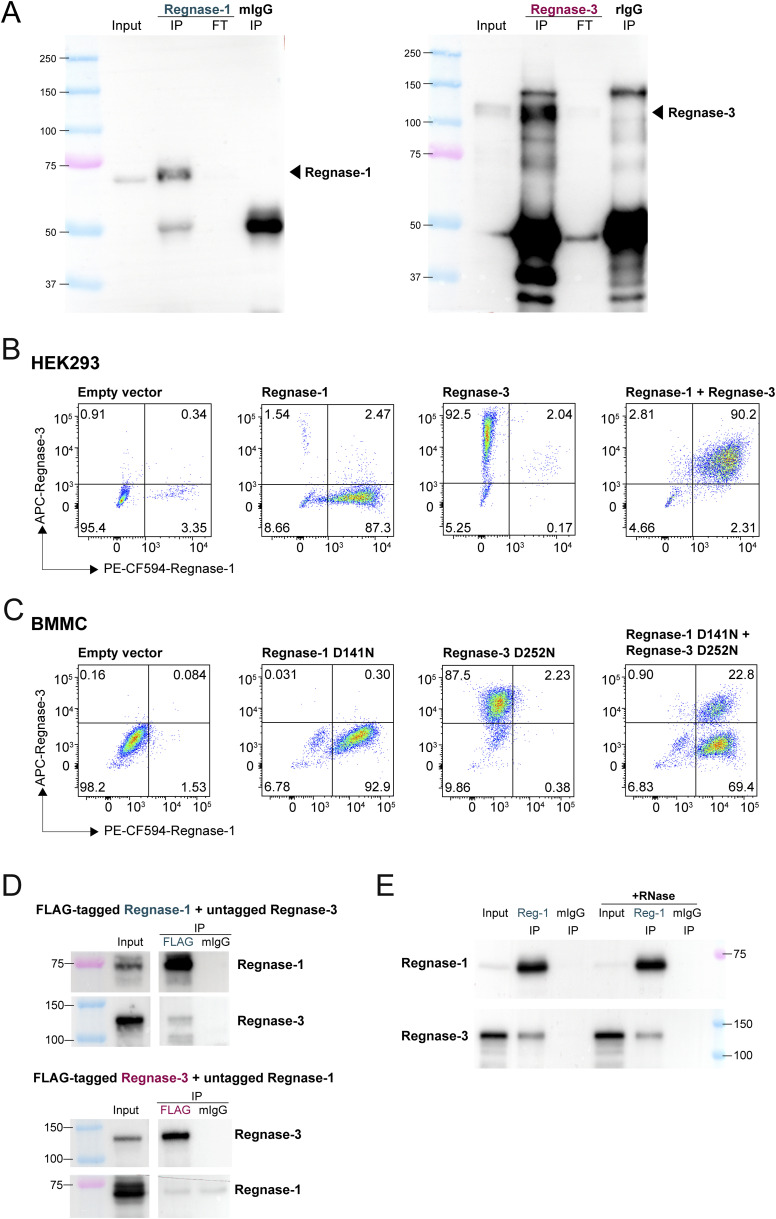
Regnase-1 and -3 immunoprecipitation controls. **(A)** Representative Western blot showing immunoprecipitation of Regnase-1 (left) or Regnase-3 (right) in bone marrow–derived mast cells (BMMCs) activated with PMA and ionomycin for 1 h. Mouse or rat IgG antibodies were used as an isotype control, respectively. FT, flow-through; mIgG, mouse IgG; rIgG, rat IgG. **(B)** Regnase-1 and Regnase-3 intracellular staining to confirm co-expression in transfected HEK293T cells, as in Fig 4I. **(C)** BMMCs were transduced to express the indicated proteins, followed by intracellular staining to confirm co-expression, as in Fig 4J. **(D)** HEK293T cells were co-transfected with FLAG-tagged Regnase-1 and untagged Regnase-3 (top) and vice versa (bottom), followed by immunoprecipitation using an anti-FLAG antibody and Western blot with either anti-Regnase-1 or anti-Regnase-3 antibodies. **(E)** HEK293T cells were co-transfected with Regnase-1 and Regnase-3 followed by co-immunoprecipitation with or without RNase pre-treatment. Source data are available for this figure.

Table S3 Immunoprecipitation and mass spectrometry of Regnase-1 and -3.

### Regnase-1, but not Regnase-3, is required to maintain mast cell proliferation and viability

Having established the role of Regnase-1 and -3 in regulating inflammatory responses in mast cells, we investigated their role in modulating mast cell growth and survival. First, depletion of Regnase-1, but not Regnase-3, was sufficient to reduce cell viability 72 h after siRNA transfection, measured by LIVE/DEAD staining (Fig 5A). Consistent with this observation, measuring the extent of apoptosis by Annexin V staining revealed a significant increase in the percentage of early apoptotic cells upon Regnase-1 depletion (Fig 5B), as well as diminished ability of the cells to proliferate, measured by BrdU incorporation (Fig 5C). Cell cycle analysis confirmed an increased percentage of cells in G_1_ and a concomitant decrease in the percentage of cells in the S phase (Fig 5D). A similar increase in cell death was observed upon deletion (by CRISPR/Cas9) of *Zc3h12a*, which remained significant regardless of the presence of IL-3 (an essential survival factor for mast cells) in the culture medium (Figs 5E and S8A) and was accompanied by reduced overall proliferation (Figs 5F and S8B). Meanwhile, deletion of Regnase-1 did not affect the capacity of the cells to degranulate in response to IgE and antigen stimulation (Fig S8C).

**Figure 5.**
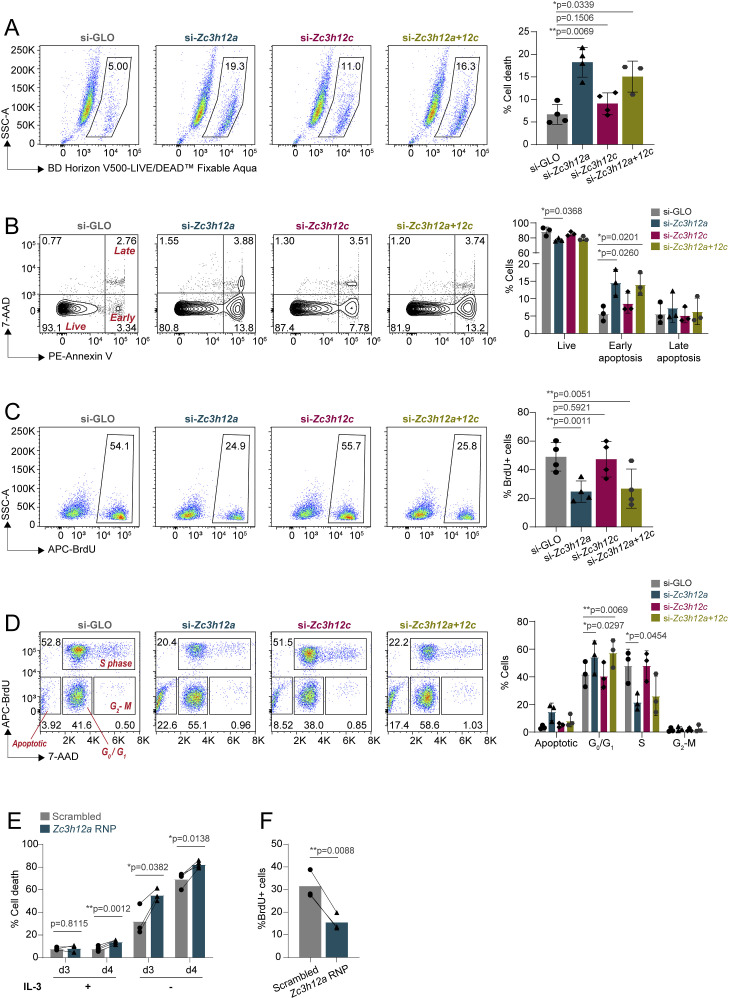
Regnase-1 is crucial in maintaining mast cell homeostatic functions. **(A, B, C, D)** Bone marrow–derived mast cells (BMMCs) were transfected with siRNAs targeting the indicated Regnase family members, followed by phenotypic analyses 72 h after transfection. **(A)** LIVE/DEAD staining to measure cell viability. N = 3–4 independent experiments. Mean ± SD. Paired *t* test, two-tailed. **(B)** Annexin V and 7-AAD staining to measure cell apoptosis. N = 3 independent experiments. Mean ± SD. Unpaired *t* test, two-tailed. **(C)** BrdU staining to measure cell proliferation. N = 4 independent experiments. Mean ± SD. Paired *t* test, two-tailed. **(D)** BrdU and 7-AAD co-staining to measure cell cycle progression. N = 3 independent experiments. Mean ± SD. Two-way ANOVA. **(E, F)** BMMCs were transfected with Cas9/gRNA RNPs targeting *Zc3h12a*. The following experiments were performed after 1 wk. **(E)** LIVE/DEAD staining to measure cell viability after growing cells in medium with or without IL-3 for 72–96 h. N = 3–4 independent experiments. Mean ± SD. Paired *t* test, two-tailed. **(F)** BrdU staining to measure cell proliferation. N = 3 independent experiments. Mean ± SD. Paired *t* test. Source data are available for this figure.

**Figure S8.**
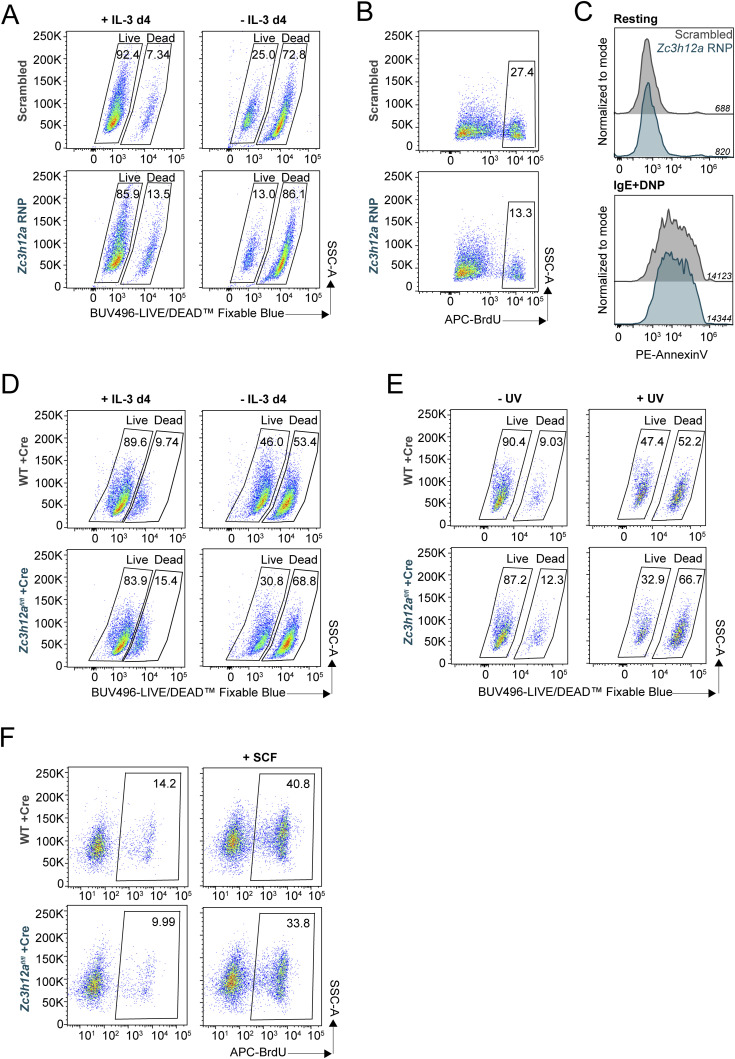
Effects of Regnase-1 knockout on mast cell viability, proliferation, and degranulation. **(A, B)** Representative FACS plots/histogram of (A) LIVE/DEAD staining and (B) BrdU staining of bone marrow–derived mast cells (BMMCs) transfected with Cas9-gRNA RNPs targeting *Zc3h12a*, as in Fig 5E and F. **(C)** Annexin V staining to measure degranulation of BMMCs transfected with Cas9-gRNA RNPs targeting *Zc3h12a* upon activation with IgE and antigen complexes for 30 min. Representative of two independent experiments. **(D, E, F)** Representative FACS plots of LIVE/DEAD and BrdU staining of BMMCs from WT or *Zc3h12a*^fl/fl^ mice after 1 wk of transduction with EGFP-Cre recombinase–expressing lentivirus, as in Fig 6E–G. **(D)** LIVE/DEAD staining of cells grown in medium with or without IL-3 for 72–96 h. **(E)** LIVE/DEAD staining of cells cultured for 72 h after UV treatment (200 J/m^2^). **(F)** BrdU staining of cells grown in IL-3–containing medium with or without the stem cell factor.

Because the limited gene set in the NanoString panel provided mainly information relative to inflammatory genes, to gain insights into the mechanism(s) that may lead to such pronounced impairment in the ability of mast cells to survive in the absence of Regnase-1, we deleted Regnase-1 by CRISPR/Cas9 and performed RNA sequencing. 

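Bone marrow–derived mast cells (BMMCs), which are mast cells grown in vitro from bone marrow, were transfected with Cas9-gRNA ribonucleoproteins (RNPs) that target *Zc3h12a*, the gene of Regnase-1, or carry a scrambled guide. RNA was extracted from resting cells after 1 wk in culture, enriched for poly(A) and sequenced, with 4 samples per RNP numbered as replicates 1 to 4. The study used the cells of 4 mice, each transfected with both RNPs, so the samples of a replicate number were treated as a pair. The authors deposited the number of reads counted on each of 24059 gene symbols, without normalization or batch correction. The total count per sample was 19610240 to 33986762 in scrambled RNP samples (median 29064149) and 23712029 to 28564062 in *Zc3h12a* RNP samples. From these counts, 14934 genes passed edgeR's filter on low counts, and were normalized by the TMM method and tested by edgeR's quasi-likelihood test with the replicate number as a block. Choices that could change the numbers are this block, the filter and the normalization. The targeted gene itself, *Zc3h12a*, was at 34.8 ± 6.65 CPM (counts scaled to the normalized library size) in scrambled RNP samples and 33.2 ± 5.91 in *Zc3h12a* RNP samples (mean ± SD, n = 4 each), a log2 fold change of -0.064 with a standard error of 0.097. It was higher in 2 pairs and lower in 2. In an exact two-sided test that flips the sign of each pair, 10 of 16 sign assignments gave as large a difference, where 2 of 16 is the least this design allows. The level of the targeted mRNA does not tell the samples of the groups apart and gives no check of their labels. It does not measure the Regnase-1 protein, which the paper found depleted in Western blots 1 wk after such RNP transfection. The paper also cites work in which Regnase-1 lowers the stability of its own transcript, so loss of the protein need not lower this mRNA.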

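Among the genes tested, 0 were higher and 0 were lower after *Zc3h12a* RNP at a log2 fold change beyond 0.5 in either direction and an adjusted p at or under 0.05 (edgeR's quasi-likelihood test with the replicate block, Benjamini-Hochberg adjustment). At an unadjusted p at or under 0.05, 37 genes were higher and 93 lower by more than 0.5; without replicate 4 these were 305 and 73, and without replicate 2 they were 261 and 139. At any fold change, 922 genes had an unadjusted p at or under 0.05, where chance alone gives 747. The lowest adjusted p was 0.0558, for *Nrgn* on chromosome 9 (37452275 to 37464689, GRCm39). *Nrgn* fell from 76.7 ± 54.1 to 18.3 ± 9.56 CPM (SD, n = 4), a log2 fold change of -1.96 (standard error 0.16), and was lower in 4 of 4 pairs. At any p, 1794 genes had a log2 fold change above 0.5, of which 104 were higher in all 4 pairs, and 271 had one below -0.5, of which 162 were lower in all 4 pairs. The 1794 genes were at a low level, with a median log2 CPM of 0.26 against 3.87 for all genes tested, and their median differences in pairs 1 to 4 were 0.96, 2.77, 0.25 and -1.13. The count of genes past both thresholds, higher and lower together, moved most when replicate 2 was left out, to 80 higher and 57 lower. The lower genes alone moved most, to 77, when the replicate effect was removed before edgeR's test. In simulated counts with no changed gene, that removal gave 17.1% of genes an unadjusted p at or under 0.05 in edgeR's test, against 4.8% with the block.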

We found that 131 genes were up-regulated, whereas 187 genes were down-regulated in the absence of Regnase-1, pointing toward both direct and indirect effects (Fig 6A and Table S4). Among the up-regulated genes, the basal expression of *Tnf* was increased, even in the absence of stimulation. 

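*Tnf* (chromosome 17, 35418357 to 35420983, GRCm39) was at 437 ± 333 CPM in scrambled RNP samples and 704 ± 389 in *Zc3h12a* RNP samples (SD, n = 4). This is a log2 fold change of 0.84 with a standard error of 0.18. It had an unadjusted p of 0.00173 and an adjusted p of 0.424 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). *Tnf* was higher in 4 of 4 pairs, by 0.88, 0.35, 0.63 and 1.53 on the log2 scale in pairs 1 to 4. The differences between pairs were larger than this change, with an 8.80-fold range among the scrambled RNP samples. The raw counts were 2916 to 24434 in scrambled RNP samples, so that counting error is small beside the spread between replicates. The adjusted p of *Tnf* passed 0.05 in DESeq2's Wald test with the same block (0.000489), with no low-count filter (0.00353), and without replicate 2 (5.4e-06). It passed after removal of the replicate effect too, with 3 tests combined (0.0341) and with edgeR (0.0335). That removal raised false calls in simulated counts. The adjusted p of *Tnf* was 1 with no replicate block and without replicate 1. It also stayed above 0.05 with limma-trend (0.422), 3 tests combined with the block (0.424), DESeq2's size factors (0.512) and library totals (0.427). The same held with at least 10 counts in every sample (0.242), GC-content correction (0.409), and without replicate 3 (0.996) or 4 (0.56).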

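*Nfkbid* (chromosome 7, 30121150 to 30128171) was at 253 ± 215 CPM in scrambled RNP samples and 296 ± 182 in *Zc3h12a* RNP samples (SD, n = 4), and was higher in 3 of 4 pairs. Its log2 fold change was 0.48 (standard error 0.19), with an adjusted p of 0.772 from edgeR's quasi-likelihood test. *Ran* (chromosome 5, 129096792 to 129103811) went from 200.3 ± 77.1 to 231 ± 44.8 CPM and was higher in 2 pairs and lower in 2. Its log2 fold change of 0.28 had a standard error of 0.18 and an adjusted p of 0.960 in the same test. Without a given replicate, the log2 fold change of *Ran* was between 0.094 and 0.53, and that of *Nfkbid* between 0.36 and 0.68. The unadjusted p was 0.0399 for *Nfkbid* and 0.166 for *Ran*.

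**Figure D1:**
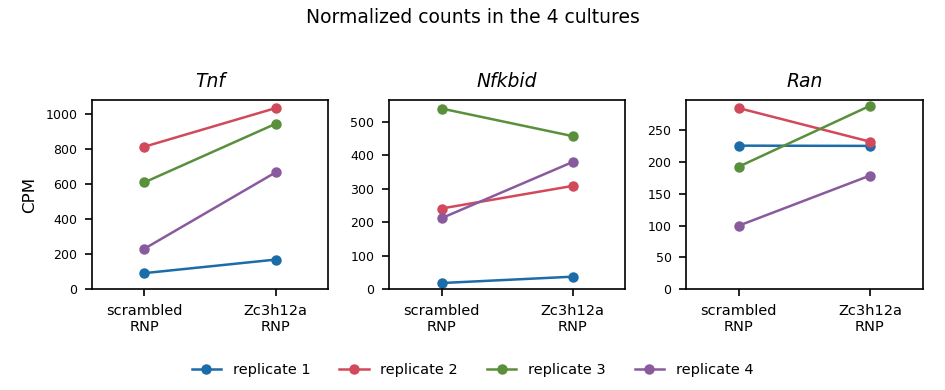
TMM-normalized counts (CPM, linear axes from 0) of *Tnf*, *Nfkbid* and *Ran* in BMMCs after scrambled or *Zc3h12a* RNP; each line joins the samples of a replicate number. All 4 lines rise for *Tnf*, 3 of 4 for *Nfkbid* and 2 of 4 for *Ran*.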

Some previously reported direct targets of Regnase-1 (Mino et al, 2015), including *Nfkbid* and *Ran*, were also modestly up-regulated (Table S4). 

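*Mcpt2*, on chromosome 14, was at a low level, with 61 to 287 raw counts in scrambled RNP samples and 171 to 324 in *Zc3h12a* RNP samples. It went from 5.92 ± 2.78 to 9.04 ± 3.39 CPM (SD, n = 4), a log2 fold change of 0.65 (standard error 0.21, adjusted p = 0.686 from edgeR's quasi-likelihood test), and was higher in 4 of 4 pairs. *Adam8* on chromosome 7 rose from 18.3 ± 5.67 to 28.3 ± 5.14 CPM. Its log2 fold change of 0.67 (standard error 0.11) was positive in all 4 pairs, with an unadjusted p of 0.000443 and an adjusted p of 0.401 in that test. *Hdc*, which encodes histidine decarboxylase and lies on chromosome 2, went from 147 ± 74.1 to 82.0 ± 20.6 CPM. Its log2 fold change was -0.75 (standard error 0.22, adjusted p = 0.645), and its change per pair was -1.42, -0.031, -1.18 and -0.35. Without replicate 2, each of these genes passed both thresholds, with log2 fold changes of 0.91, 0.79 and -0.93. *Adam8* and *Hdc* also passed in DESeq2's test and with no low-count filter, and *Adam8* after removal of the replicate effect.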

Transcripts encoding the mast cell protease Mcpt2 and the metalloprotease Adam8 were increased, whereas some genes involved in regulating mast cell degranulation such as *Hdc* (Nakazawa et al, 2014) were down-regulated. 

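Lists of genes of lipid metabolism were written before the data were examined and tested as sets. The 25 genes of cholesterol synthesis had a median log2 fold change of -0.19, and 24 of them were lower. The 16 genes of fatty acid synthesis had a median of -0.080, and 12 were lower. Among 10 tested targets of the liver X receptor (LXR), 9 were lower, with a median of -0.52. In limma's camera test with a preset correlation between genes of 0.01, adjusted over 13 lists, the adjusted p was 1.4e-09 for cholesterol synthesis, 0.000395 for fatty acid synthesis and 5.9e-09 for LXR targets. None of the 13 lists passed 0.05 in the fry test or with an estimated correlation. Among these lists, 0 genes passed an adjusted p of 0.05 over all genes tested. Adjusted over the list alone, 3 genes of cholesterol synthesis, 5 of fatty acid synthesis and 5 LXR targets did. The study names 1, 5 and 5 genes of these lists, in that order, from the same samples. The adjustment over a list alone is therefore not independent of the study's choice. Of the genes behind the study's term for cholesterol homeostasis, 6 of 6 were lower, and of those behind lipid metabolic process, 10 of 10. The study chose these genes on the same samples, so their shared direction is not independent evidence. Without the genes the study names, the median was -0.18 for cholesterol synthesis, -0.22 for LXR targets and -0.061 for fatty acid synthesis. The adjusted p in camera was then 0.0120 for LXR targets and 0.101 for fatty acid synthesis.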

GO analysis of the down-regulated genes clustered around signal transduction, as well as cholesterol and lipid metabolism (Fig 6B). These genes include *Scd1*, *Scd2*, *Acsl3*, and *Fads2*, which are important for lipid synthesis, and *Abcg1*, *Abca1*, *Pcsk9*, and *Fabp5*, which are involved in lipid transport, pointing toward overall dysregulation in lipid homeostasis. 

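Of 7 of these lipid genes, *Scd1* had the lowest p. It lies on chromosome 19 from 44382894 to 44399154 (GRCm39) and encodes a stearoyl-CoA desaturase. It went from 110 ± 52.9 to 43.2 ± 29.7 CPM (SD, n = 4), a log2 fold change of -1.42 (standard error 0.16, adjusted p = 0.152 from edgeR's quasi-likelihood test). Its paralog *Scd2* on the same chromosome, with which the counting could have shared reads, went from 527 ± 197 to 306 ± 179 CPM, a log2 fold change of -0.86. *Acsl3*, *Fads2*, *Abcg1* and *Fabp5* were lower in 4 of 4 pairs as well, with log2 fold changes of -0.49, -0.56, -0.67 and -0.72. *Abca1* was lower in 3 of 4 pairs (-0.61). The adjusted p of *Scd1* passed 0.05 with at least 10 counts in every sample (0.0474), with no low-count filter (5.0e-10), in DESeq2's test (1.3e-14) and without replicate 2 or 4 (6.7e-13 and 0.0237). After removal of the replicate effect, which raised false calls in simulated counts, it was 0.00607 with 3 tests combined and 0.00524 with edgeR. It was 1 with no replicate block and without replicate 1. It also stayed above 0.05 with limma-trend (0.158), 3 tests combined with the block (0.158), DESeq2's size factors (0.109) and library totals (0.226). The same held with GC-content correction (0.189) and without replicate 3 (0.883). *Scd2*, *Abcg1* and *Fabp5* passed both thresholds in DESeq2's test, with no low-count filter, after removal and without replicate 2, and *Fads2* in DESeq2's test and after removal.

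**Figure D2:**
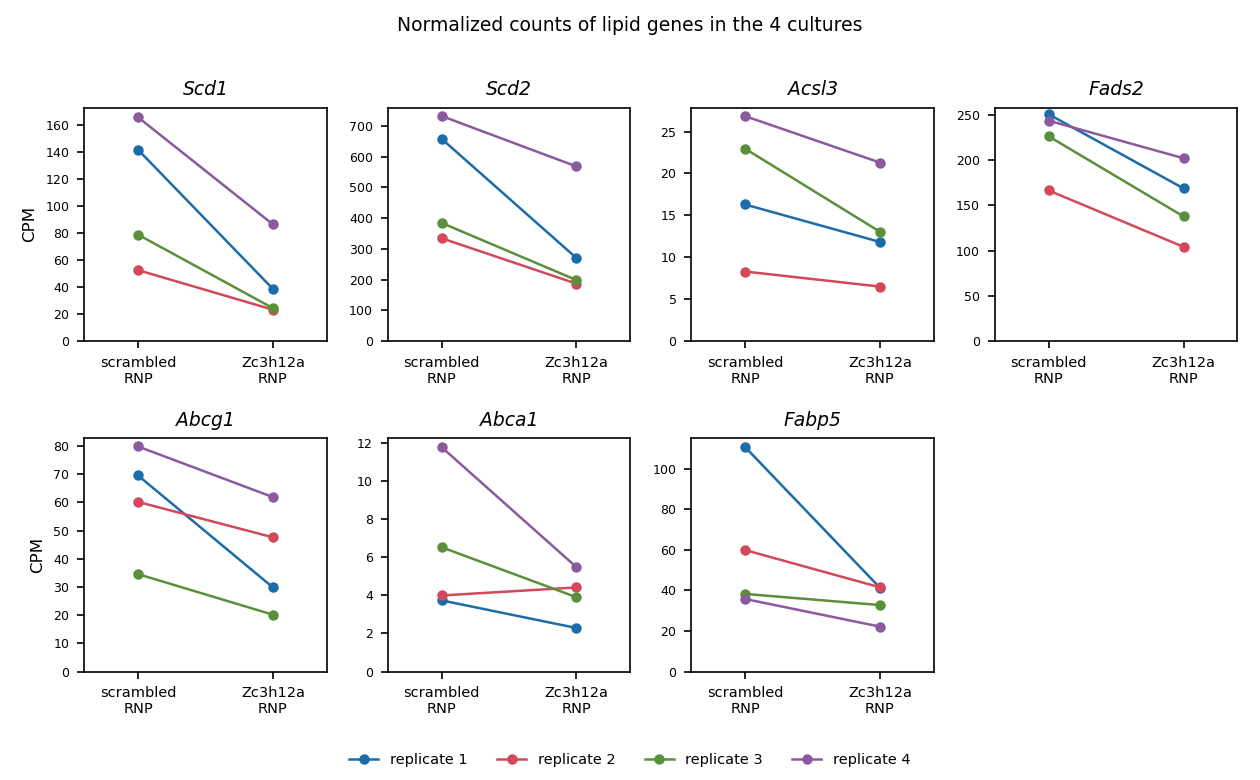
TMM-normalized counts (CPM, linear axes from 0) of 7 lipid genes after scrambled or *Zc3h12a* RNP; each line joins the samples of a replicate number. All 4 lines fall for each gene but *Abca1*, where 3 of 4 fall.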

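*Aldoc* encodes an aldolase of glycolysis and lies on chromosome 11 (78213619 to 78218889). It went from 64.2 ± 49.8 CPM in scrambled RNP samples to 29.1 ± 10.6 in *Zc3h12a* RNP samples (SD, n = 4). Its log2 fold change of -0.95 (standard error 0.17) had an adjusted p of 0.401 in edgeR's quasi-likelihood test, and 4 of 4 pairs were lower. *Hk2*, a hexokinase gene on chromosome 6, had a log2 fold change of -0.51 (standard error 0.14, adjusted p = 0.598) and was lower in all 4 pairs. *Pdk1*, on chromosome 2, was lower in 3 of 4 pairs, with a log2 fold change of -0.69 and a standard error of 0.46. Pair 4 had a difference of -2.64 and decided this value, since without replicate 4 the log2 fold change of *Pdk1* was -0.038. *Aldoc* and *Hk2* passed both thresholds in DESeq2's test and after removal of the replicate effect, *Aldoc* also with no low-count filter, and *Aldoc* and *Pdk1* without replicate 2. A list of hypoxia and glycolysis genes, written before the data were examined, had a median of -0.33 over 31 tested genes, all lower. Its medians per pair were -0.18, -0.20, -0.084 and -0.99, and without replicate 4 its median was -0.11. Without the 8 genes of the list that the study names, it was -0.22.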

Metabolism-related genes downmodulated in the absence of Regnase-1 also included *Aldoc*, *Pdk1*, and *Hk2*, which play a role in glucose metabolism. These results point toward involvement of Regnase-1 in regulating metabolic processes required for cell maintenance, as observed also in other cell types (Younce et al, 2009; Nagahama et al, 2018; Behrens et al, 2021; Reina-Campos et al, 2023). On the contrary, categories associated with the up-regulated genes revealed many GO terms associated with the control of cell cycle, and DNA replication and repair (Fig 6B). Indeed, some of the most differentially expressed genes included factors important for cell cycle progression, such as *Cdca7*, *Cks1b*, and *Cdk1.* Although classical anti- and pro-apoptosis–related genes, such as *Bcl2*, *Bax*, and *Bcl2l1*, were unchanged, DNA damage and replication markers such as *Aunip*, *Ung*, *Pold1*, and *H2ax* were up-regulated, suggesting that Regnase-1 knockout cells were more susceptible to cellular stress, in addition to cell cycle defects.

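The 43 genes of an S phase list had a median log2 fold change of 0.30, and 42 were higher. The 53 tested genes of a G2/M phase list had a median of 0.31, and 50 were higher. In camera with the preset correlation of 0.01, the adjusted p was 1.6e-11 and 2.8e-10. Neither list passed 0.05 in fry (adjusted p 0.2741 and 0.3197) or in camera with an estimated correlation (0.4283 and 0.442). Medians per pair were 0.28, -0.037, 0.19 and 0.76 for S phase and 0.32, -0.10, 0.092 and 0.84 for G2/M, so pair 4 contributed most and pair 2 had a small change in the opposite direction. Without replicate 4 the medians fell to 0.15 and 0.10; without replicate 2 they were 0.46 and 0.50. Without the 14 and 13 genes that the study names, they were 0.24 and 0.26. No gene of either list passed an adjusted p of 0.05, over all genes or adjusted over the list alone. Of the 40 genes behind the study's cell cycle term, 40 were higher, with a median of 0.40; 13 of these had an unadjusted p at or under 0.05, and 8 were higher in all 4 pairs. Its 14 genes for DNA replication were higher in the same way, with a median of 0.41, and its 15 for DNA repair had a median of 0.47. These genes were chosen on the same samples, so their direction is not independent evidence.

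**Figure D3:**
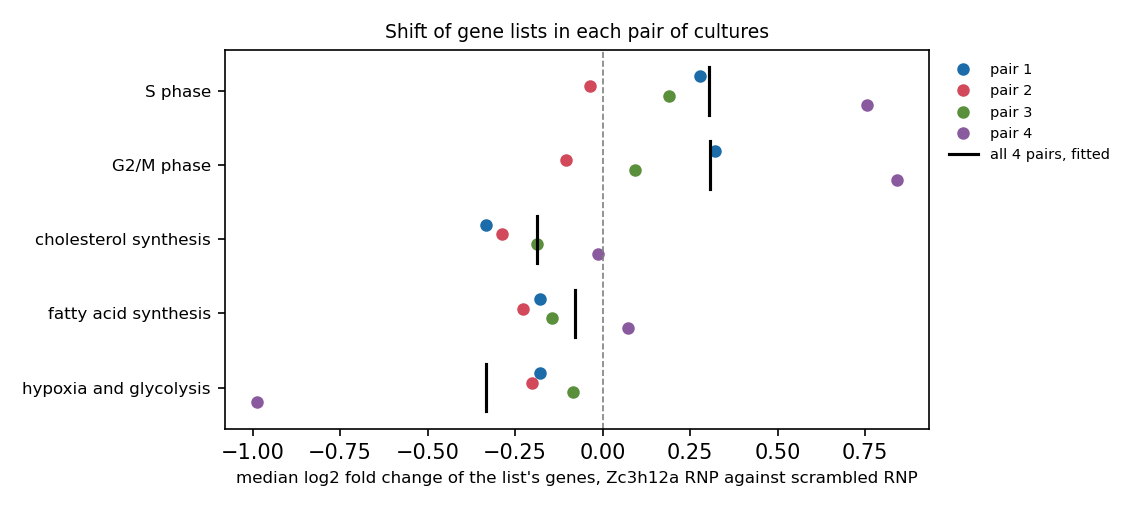
Median log2 fold change (x axis, *Zc3h12a* RNP against scrambled RNP) of 5 gene lists in each of the 4 pairs, with a black bar at the fitted median over all pairs. Pair 4 lies at 0.76 and 0.84 for the cell cycle lists and at -0.99 for hypoxia and glycolysis.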

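*Cdca7* on chromosome 2 rose from 10.0 ± 2.58 to 15.4 ± 3.05 CPM (SD, n = 4), with a log2 fold change of 0.63 (standard error 0.20, adjusted p = 0.660 from edgeR's quasi-likelihood test), and was higher in 4 of 4 pairs. *Cks1b* and *Cdk1* had log2 fold changes of 0.45 and 0.47 with standard errors of 0.21 and 0.19, and were higher in 3 of 4 pairs. Pair 4 gave 1.18 and 1.27 for these 2 genes. Of the genes of apoptosis, *Bax* (0.12) and *Bcl2l1* (-0.052) had unadjusted p of 0.299 and 0.532. *Bcl2* was lower in 4 of 4 pairs, with a log2 fold change of -0.34 (standard error 0.11, unadjusted p = 0.0140 from that test). *Aunip* and *Ung* were higher in all 4 pairs, with log2 fold changes of 0.82 and 0.52. *Aunip* had only 24 to 129 raw counts in scrambled RNP samples. *Pold1* (0.40) and *H2ax* (0.28) were higher in 3 of 4 pairs. Without replicate 2, *Cdca7*, *Cks1b*, *Cdk1* and *Pold1* passed both thresholds. Over the 12 genes this paragraph of the study calls up-regulated, chosen on the same samples, 12 were higher, 6 of them in all 4 pairs. Of these, 0 passed the adjusted p. From higher replication and damage genes, beside apoptosis genes it calls unchanged, the paper proposes a greater susceptibility to cellular stress.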

**Figure 6.**
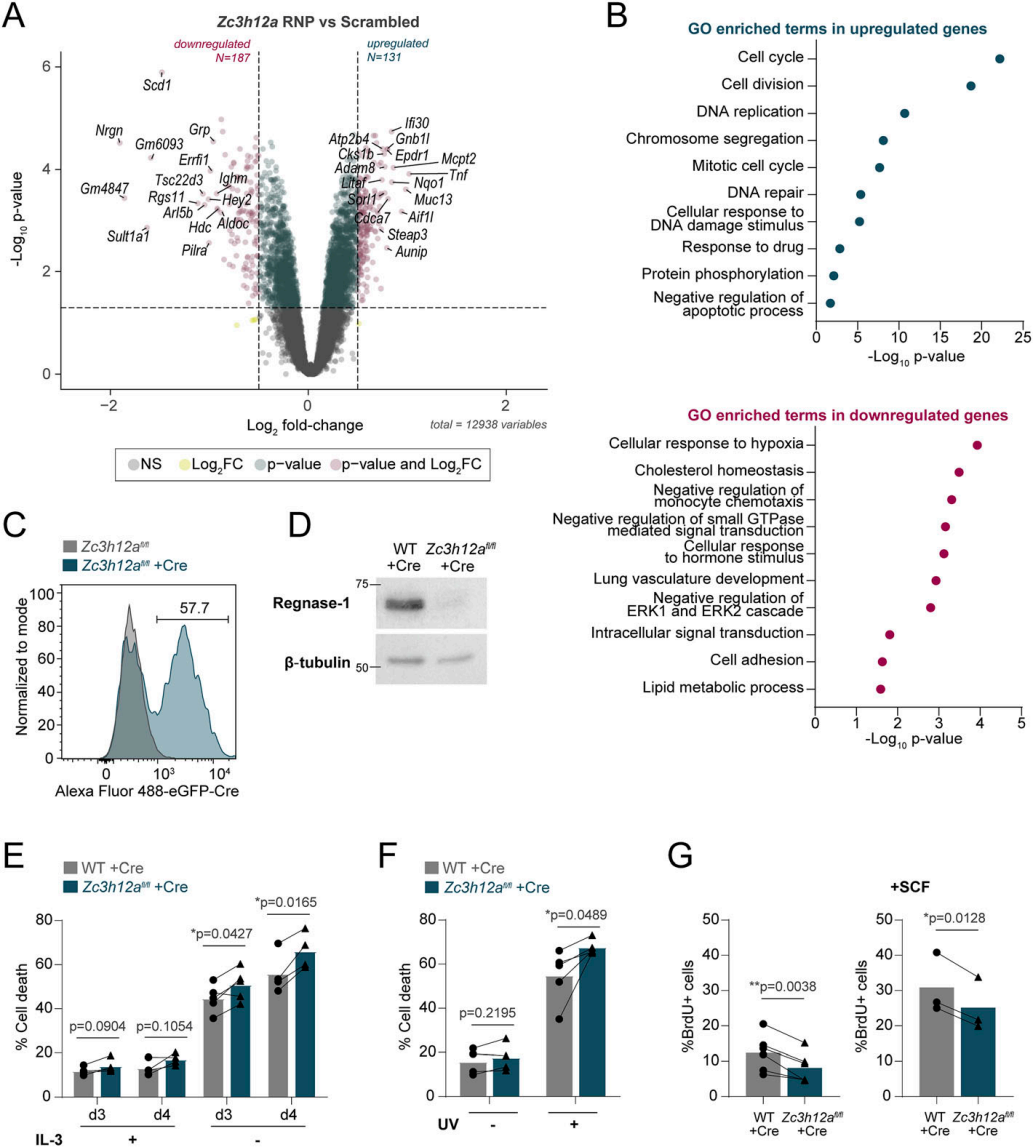
Loss of Regnase-1 induces widespread transcriptome changes in mast cells. **(A)** Differential gene expression in bone marrow–derived mast cells (BMMCs) transfected with scrambled (control) or *Zc3h12a*-targeting Cas9-gRNA RNPs at the resting state, measured by RNA-seq. **(B)** Gene ontology analysis of enriched terms in up-regulated and down-regulated genes in (A). **(C)** Representative histogram of EGFP expression in WT and *Zc3h12a*^fl/fl^ BMMCs transduced with an EGFP-Cre recombinase–expressing lentivirus. Subsequent experiments were performed 4–7 d after transduction, gating on EGFP-positive cells. **(D)** Expression of Regnase-1 in BMMCs differentiated from WT or *Zc3h12a*^fl/fl^ mice after 1 wk of transduction with an EGFP-Cre recombinase–expressing lentivirus, representative of N = 4 independent experiments. **(E)** LIVE/DEAD staining to measure cell viability after growing cells in medium with or without IL-3 for 72–96 h. N = 4–5 independent experiments. Mean, paired *t* test, two-tailed. **(F)** Cell viability measured by LIVE/DEAD staining 72 h after UV treatment (200 J/m^2^). N = 5 independent experiments. Mean, paired *t* test, two-tailed. **(G)** BrdU staining to measure cell proliferation in normal culture medium containing IL-3 or supplemented with stem cell factor. N = 3–6 independent experiments. Mean, paired *t* test, two-tailed. Source data are available for this figure.

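Of the genes labelled in Fig 6A, 16 labelled as up-regulated were all higher after *Zc3h12a* RNP, with log2 fold changes of 0.45 and above, and 14 of them were higher in all 4 pairs. The 15 labelled as down-regulated were lower, from -3.20 to -0.75, and 14 were lower in all 4 pairs. The study chose these labelled genes on the same samples, so their direction is not independent evidence. None passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with the replicate block (lowest 0.0558, highest 0.868). The most negative value, of *Rgs11*, rests on 12 to 314 raw counts in scrambled RNP samples and 2 to 11 in *Zc3h12a* RNP samples. Its change in pair 4 was -5.12, far beyond the -1.85 and -1.21 of pairs 1 and 2. *Sult1a1* (-2.83), with 7 to 20 raw counts in *Zc3h12a* RNP samples, was uneven in another way. Its change was -4.15 and -4.44 in pairs 1 and 4, and -0.31 and -1.11 in pairs 2 and 3.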

Table S4 RNA-seq analysis. Raw counts, differential expression, GO analysis.

To verify this phenotype using an independent experimental approach, we took advantage of mast cells derived from the bone marrow of *Zc3h12a*^*fl/fl*^ mice (Li et al, 2017). Briefly, we transduced bone marrow cells with a lentiviral vector expressing an EGFP-Cre fusion protein (Leoni et al, 2023) reaching at least 50% efficiency of transduction (Fig 6C). After sorting of EGFP^+^ cells, the expression of Regnase-1 became undetectable by Western blot (Fig 6D). Similar to cells treated with RNAi or Cas9 RNPs, *Zc3h12a*^*fl/fl*^-Cre mast cells showed reduced viability in different stress conditions, including the withdrawal of the survival factor IL-3 and short-term UV irradiation (Figs 6E and F and S8D and E). Proliferation was similarly reduced in these cells even in conditions that optimally sustain mast cell growth (addition of IL-3, with or without SCF) (Figs 6G and S8F). Overall, using numerous independent experimental approaches, we found that Regnase-1 is central to the maintenance of mast cell survival and basal proliferation, and that Regnase-1 deletion leads to widespread transcriptome changes associated with cell cycle defects.

## Discussion

In this study, we found that Regnase-1 and Regnase-3 contribute to the regulation of mast cell responses and homeostatic activities. Our data extend and complement previous studies showing negative regulation of inflammatory type 2 responses by Regnase-1 in other cell types. For instance, Regnase-1 was shown to modulate the activity of group 2 innate lymphoid cells, and the inhibition of Regnase-1 degradation in these cells led to attenuated pulmonary inflammation (Matsushita et al, 2020). Similarly, deletion of Regnase-1 in Th2 lymphocytes led to enhanced IL-5 production by these cells and lung inflammation (Peng et al, 2018). Compared with Regnase-1, current knowledge regarding the impact of Regnase-3 in modulating type 2 responses is more limited. Regnase-3 was primarily shown to modulate macrophage and dendritic cell responses, where it was shown to affect cytokine production, including TNF and IL-6 (Liu et al, 2021), although one of the primary roles of Regnase-3 in macrophages was shown to be the regulation of Regnase-1 expression (von Gamm et al, 2019). We now showed that in mast cells, the regulation of responses to IgE crosslinking requires the cooperative function of both Regnase-1 and Regnase-3. Among the transcripts differentially expressed upon Regnase-1 and -3 silencing, *Tnf* was found to be regulated by both proteins through their intrinsic enzymatic activities and by the direct targeting of the *Tnf* 3′UTR. An additive effect was clearly observed upon co-depletion of both Regnases, although differences in dosage or potency of RNase activity cannot be ruled out.

Post-transcriptional regulation of *Tnf* through the AU-rich elements (ARE) within its 3′UTR was previously described (Kontoyiannis et al, 1999) and mostly attributed to the action of ARE-binding proteins, such as tristetraprolin (TTP) (Lai et al, 2000; Suzuki et al, 2003). ARE-independent regulation through other regulatory elements was also reported, including a constitutive decay element recognized by Roquin-1/2 (Stoecklin et al, 2003; Leppek et al, 2013) and a new regulatory element shown to be targeted by Regnase proteins, at least in reporter assays (Lacey et al, 2015). Among these elements, removal of the ARE and new regulatory element led to strong derepression of TNF expression and to embryonic lethality in mice (Lacey et al, 2015; Clayer et al, 2020). In mast cells, TNF was previously reported to be regulated by TTP in an ARE-dependent manner in response to IL-4 (Suzuki et al, 2003), although not in response to stimulation with LPS (Hochdörfer et al, 2013), exemplifying context-dependent post-transcriptional regulation of this cytokine. Our data now provide evidence of the existence of an additional mechanism of TNF regulation exerted in mast cells by Regnase-1 and Regnase-3 in response to IgE stimulation. Regarding the specific effects of Regnase-1 or Regnase-3 on the *Tnf* 3′UTR, at least two scenarios can be envisioned. One possibility is that both proteins have exactly the same function, and any phenotypic difference is due to differences in their level of expression and subcellular localization. A second possibility is instead linked to differences in binding affinity and activity between the two proteins. These may be dependent on co-factors and post-translational modifications that can be at least in part signal- and cell type–specific. Importantly, we found that Regnase-3 is capable of stable interactions with Regnase-1, which may be important for their shared regulation of common inflammatory targets, such as *Tnf*. In previous studies, the interaction of Regnase-1 with other proteins, such as UPF1 and Roquin-1 (Mino et al, 2015, 2019; Behrens et al, 2021), was shown to enhance its activity and specificity, whereas proteins involved in Regnase-1 post-translational modifications (MALT-1, IKKs/IRAK1, 14-3-3) influenced its stability and subcellular localization (Iwasaki et al, 2011; Uehata et al, 2013; Jeltsch et al, 2014; Akaki et al, 2021). The protein interactors of Regnase-3, on the contrary, were so far largely unknown. Compared with Regnase-1, Regnase-3 not only shares homology in the PIN and zinc finger domains (von Gamm et al, 2019), but also contains a long non-homologous C-terminal region that could serve as a hub for protein interactions that may endow Regnase-3 with unique roles. Indeed, immunoprecipitation of endogenous Regnase-3 in mast cells revealed unique protein interactions that hint at its potential role in translation processes.

In terms of gene expression, we found that the basal expression of *Zc3h12a* and *Zc3h12c* was comparable in resting mast cells, but the extent of induction upon IgE-dependent activation was higher for *Zc3h12c* (∼30-fold after 2 h, compared with a maximal induction for *Zc3h12a* of ∼threefold). A similar, larger magnitude of induction of Regnase-3 compared with Regnase-1 was also observed at the protein level (∼fourfold versus ∼twofold, respectively). One possible interpretation of these findings is that Regnase-1 is primarily linked to the regulation of resting-state transcripts, whereas stimulus-induced inflammatory transcripts can be regulated by both proteins in a dose-dependent manner. Consistent with this possibility, we found that both Regnase-1 and -3 modulated the *Tnf* 3′UTR to a similar extent. However, the observation that these two proteins interact with each other but also with unique interactors raises the possibility that in intact cells, the two proteins have indeed regulatory functions that are not fully redundant. Accordingly, HITS-CLIP analyses in transfected HEK293T cells showed an incomplete overlap in their target binding specificity (Uehata et al, 2024). The fact that we found very limited co-localization of Regnase-1 and -3 by immunofluorescence even in overexpressing cells suggests that part of the incomplete target overlap may be linked to the physical segregation of these two proteins. The narrow influence of Regnase-3 on inflammatory gene expression may also be in part due to compensation by Regnase-1. Indeed, Regnase-3 negatively regulates Regnase-1 expression by destabilizing the *Zc3h12a* transcript through its RNase activity.

Consistent with a role of both Regnase-1 and Regnase-3 in co-regulating at least some stimulus-induced responses in mast cells, and with a predominant role of Regnase-1 in resting functions, concomitant knockdown of both proteins revealed mostly additive effects on inflammatory gene expression, suggesting cooperative and possibly redundant functions in restraining inflammation. However, in resting mast cells, only Regnase-1 was required for steady-state cell survival and proliferation. Regnase-3 knockdown did not exhibit an opposite phenotype, nor did the double knockdown result in any additive or antagonistic effects with respect to Regnase-1 knockdown alone. This implies that beyond dosage compensation, Regnase-1 may carry out unique roles in maintaining normal mast cell homeostasis. Indeed, RNA sequencing of mast cells lacking Regnase-1 revealed that many differentially expressed genes were associated with cell cycle and DNA replication, and with metabolic processes, including lipid and glucose metabolism. It is plausible that these phenotypes resulted at least in part from indirect effects of Regnase-1 deletion, because only a few of the established direct Regnase-1 targets were dysregulated. For example, the increased cell death observed in mast cells lacking Regnase-1 is likely the result of cell cycle defects and replication stress, and of the overall poor cellular fitness observed in the absence of Regnase-1.

Overall, our study revealed that Regnase-1 and -3 constitute a network that cooperatively fine-tunes inflammatory gene expression during mast cell activation. Regnase-1 is in addition critical for mast cell survival and proliferation, whereas Regnase-3 is a direct interactor of Regnase-1 and is required to restrain Regnase-1 expression. Although our study focused primarily on murine cells, given the high species conservation between human and mouse Regnase-1 and -3 proteins (82.5% sequence identity for Regnase-1, 92% sequence identity for Regnase-3), our results are likely to apply more broadly also to humans, as shown also by the fact that TNF expression appears to be similarly regulated by Regnase-1 in both human and mouse mast cells. In sum, we propose a model that distinguishes the role of Regnase-1 and -3 in resting and activated mast cells. In the resting state, Regnase-3 is lowly expressed, whereas Regnase-1 expression is required to maintain mast cell homeostatic proliferation and survival. Upon activation, both proteins are strongly and dynamically induced, and they contribute to restrain excessive inflammatory responses (most notably TNF production). Regnase-3 induction also contributes to limit Regnase-1 expression, potentially favoring the re-establishment of a post-activation, quiescent state.

## Materials and Methods

### Mice

All mice used in this study were on a C57BL/6 background, housed in a specific pathogen-free barrier facility under 12-h dark/light cycles, 20–24°C temperature, and 50–65% humidity conditions. All animal studies were performed in accordance with Swiss Federal Veterinary Office guidelines and with approval from the Cantonal animal experimentation committee, Dipartimento della Sanità e della Socialità Cantone Ticino (authorization number TI10/19).

### Cell cultures

BMMCs were in vitro–differentiated from the bone marrow of 6- to 8-wk-old mice. Whole bone marrow cells were cultured in IMDM (Gibco) containing 10% heat-inactivated FBS (Gibco) and IL-3 (recombinant, prepared in-house), and supplemented with 0.1 mM non-essential amino acids (Gibco), 2 mM L-alanyl-L-glutamine dipeptide (Gibco), 100 U/ml penicillin, 100 mg/ml streptomycin (Gibco), and 50 μM β-mercaptoethanol, as previously described (Montagner et al, 2016; Leoni et al, 2017). After 4 wk, ∼99% of the cells were FcεRIα^+^ c-Kit^+^ and were used for downstream analyses. For all experiments, BMMCs between week 4 and week 8 of age were used. Peritoneal cavity mast cells were isolated ex vivo from mouse peritoneal cavity by intraperitoneal lavage followed by magnetic bead–based enrichment for c-Kit^+^ cells using anti-CD117 (c-Kit)-APC antibody (BioLegend) and APC microbeads (Miltenyi Biotec). Cells were expanded for at least 1 wk in the presence of IL-3 and 30 ng/ml recombinant SCF (Peprotech) to obtain peritoneal cavity–derived mast cells. To generate mast cells lacking Regnase-1, BMMCs from *Zc3h12a*^fl/fl^ mice (Li et al, 2017) was transduced with a lentiviral vector expressing the Cre recombinase fused to an EGFP reporter (Leoni et al, 2023). Downstream analyses were performed by gating on EGFP^+^ cells (for flow cytometry–based assays) or by sorting for EGFP^+^ cells using BD FACSymphony S6 Cell Sorter (BD Biosciences) (for Western blot experiments). HEK293T cells were maintained in DMEM (Gibco) supplemented with 10% FBS (Gibco), 1 mM sodium pyruvate (Gibco), 100 U/ml penicillin, 100 mg/ml streptomycin (Gibco), and 50 μM β-mercaptoethanol. The HMC-1.1 and HMC-1.2 human mast cell lines were kindly provided by Joseph Butterfield and were cultured as described previously (Sundström et al, 2003).

### Mast cell activation

Murine mast cell cultures were stimulated with the following for the indicated time periods: 1 μg/ml IgE/anti-DNP antibody (Sigma-Aldrich) and 0.2 μg/ml HSA-DNP (Sigma-Aldrich), 20 nM PMA (Sigma-Aldrich) and 2 μM ionomycin (Sigma-Aldrich), 10 ng/ml recombinant IL-33 (BioLegend), 1 μg/ml LPS (InvivoGen), and 10 ng/ml SCF (Peprotech). Human HMC-1.1 and HMC-1.2 cells were stimulated with 20 nM PMA (Sigma-Aldrich) and 2 μM ionomycin (Sigma-Aldrich) for 3 h.

### Reverse transcription–quantitative PCR (RT–qPCR)

Mast cells were lysed in TRI Reagent RT (Molecular Research Center), and total RNA was extracted using Direct-zol RNA Microprep Kit (Zymo Research) according to the manufacturer’s protocol. cDNA was synthesized by reverse transcription using qScript cDNA SuperMix (Quanta Bioscience). Target genes were amplified using PerfeCTa SYBR Green FastMix (Quanta Bioscience) and QuantStudio 3 Real-Time PCR System (Thermo Fisher Scientific). All primer sequences used are listed in Table S5. Data analysis was performed using the 2^−ΔΔCt^ or 2^−ΔCt^ method.

Table S5 Materials used in this study.

### Western blots

Mast cells were lysed in RIPA buffer (10 mM Tris–HCl, pH 8.0, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS, 140 mM NaCl) supplemented with protease inhibitor cocktail (Sigma-Aldrich) for protein detection. Protein concentration was quantified using Pierce BCA Protein Assay Kit (Thermo Fisher Scientific). Samples (50–100 μg) were run on SDS–polyacrylamide gels and blotted on a PVDF membrane using a wet transfer system. Membranes were blocked in 5% milk in TBST (5 mM Tris, pH 7.3, 150 mM NaCl, 0.1% Tween-20) for 30 min at RT, then incubated with primary antibodies overnight at 4°C, followed by the corresponding HRP-conjugated secondary antibody for 1 h at RT. All antibodies used are listed in Table S5. Chemiluminescence detection was performed using Clarity Western ECL Substrate (Bio-Rad) and Fusion FX7 EDGE Imaging System (WITec). Protein band intensity was quantified using ImageJ software version 1.53 h (Schindelin et al, 2012).

### Surface marker and intracellular protein stainings

For surface marker staining, mast cells were stained using CD117 (c-Kit)-APC or APC/Cy7 and FcεRIα-PE (all from BioLegend) at 1:200 dilution for 20 min on ice. For all intracellular staining experiments, cells were washed with ice-cold PBS and stained with LIVE/DEAD Fixable Aqua or Blue Dead Cell Stain (Thermo Fisher Scientific) for 20 min at RT before cell fixation. For intracellular cytokine staining, cells were stimulated with different stimuli for 4 h. Brefeldin A (Sigma-Aldrich) was added in the last 2 h of stimulation. Cells were then fixed in 4% PFA for 10 min at RT, followed by permeabilization with 1% BSA/0.5% saponin solution in PBS, and staining with the following antibodies for 20 min on ice: TNF-α-PE/Cy7, IL-6-PE or APC (both from BioLegend) and IL-13-PE or eFluor 450 (eBioscience) for BMMCs, and human TNF-α-PE (BioLegend) for HMC-1.1 and HMC-1.2 cells. For intracellular staining of HA-tagged proteins, cells were fixed and permeabilized using eBioscience Foxp3/Transcription Factor Staining Buffer Set (Thermo Fisher Scientific) according to the manufacturer’s instructions. Cells were then stained with an anti-HA.11 epitope tag (BioLegend) at 1:200 dilution for 1 h at RT, followed by anti-mouse IgG (H+L)-Alexa Fluor 647–conjugated secondary antibody at 1:500 dilution for 30 min at RT. All antibodies used are listed in Table S5. Flow cytometry data were collected using FACSymphony A5 or LSRFortessa (BD Biosciences) and analyzed by FlowJo v10.6.0 (BD Biosciences).

### siRNA transfection

BMMCs were transfected with siRNA cocktails targeting *Zc3h12a* and/or *Zc3h12c* (Horizon Discovery/Dharmacon) using 100 μl Neon Transfection System Kit (Thermo Fisher Scientific) according to the manufacturer’s protocol. siGLO Green Transfection Indicator (Horizon Discovery/Dharmacon) was used as a control. Briefly, cells were washed with PBS and resuspended in 100 μl of buffer R. siRNAs (200 pmol) were then added to the cell suspension, and cells were electroporated with one pulse at 1,600 V and 30 ms of width. Transfected cells were kept in antibiotic-free medium for 24 h. Downstream experiments were performed after 48–72 h. All siRNA sequences used are listed in Table S5.

### NanoString profiling

BMMCs transfected with siRNAs against *Zc3h12a* and/or *Zc3h12c* or siGLO control were stimulated with 1 μg/ml IgE/anti-DNP antibody and 0.2 μg/ml HSA-DNP antigen for 2 h, then lysed in TRI Reagent RT. Total RNA was extracted using Direct-zol RNA Microprep Kit and quantified using Qubit RNA High Sensitivity Assay Kit and Qubit 3 Fluorometer (Thermo Fisher Scientific). Purified RNA (50 ng) was hybridized to the nCounter Myeloid Innate Immunity Panel v2 codeset (NanoString Technologies) for 16 h at 65°C. After hybridization, 30–35 μl of sample was added to the nCounter cartridge and analyzed using nCounter SPRINT Profiler (NanoString Technologies) according to the manufacturer’s instructions. Data analysis was carried out using nSolver Analysis Software v4.0 (NanoString Technologies) and the Omics Playground web-based platform (Akhmedov et al, 2020). Genes with log_2_ fold change >0.5 and <−0.5 and *P* ≤ 0.05 were considered as differentially expressed.

### CRISPR/Cas9 gene editing

BMMCs were transfected with Cas9-gRNA RNPs targeting *Zc3h12a* or *Zc3h12c* using 10 μl Neon Transfection System Kit (Thermo Fisher Scientific) according to the manufacturer’s protocol, and as previously described (Leoni et al, 2023). To generate gRNAs, equal amounts (400 pmol) of crRNA and tracrRNA were mixed with nuclease-free duplex buffer and annealed by boiling at 95°C, then cooling down to RT. Three different crRNAs were selected for *Zc3h12a* and *Zc3h12c*. 

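The *Zc3h12a* gene lies on chromosome 4 of GRCm39 from 125012216 to 125021711, on the minus strand. The crRNAs of Table S5 were matched to this genome, and each had 1 perfect match with a PAM next to it. All 3 match the plus strand, in coding exons. The crRNA CACCACTCCGTCGGATTCGA lies at 125014763 to 125014782 in exon 4 of 6, with the PAM AGG, and Cas9 would cleave after coding base 703 of 1788. TTGCTTCCGTCGATGACCAC lies at 125020411 to 125020430 in exon 2, with the PAM AGG, at coding base 414. GGACAGGCTTCGTTCCACAA lies at 125020811 to 125020830 in exon 2 as well, with the PAM GGG, at coding base 14. The latter 2 sites lie in 4 of 4 annotated coding transcripts, and the first in 3 of 4. The scrambled crRNA had 0 perfect matches.

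**Figure D4:**
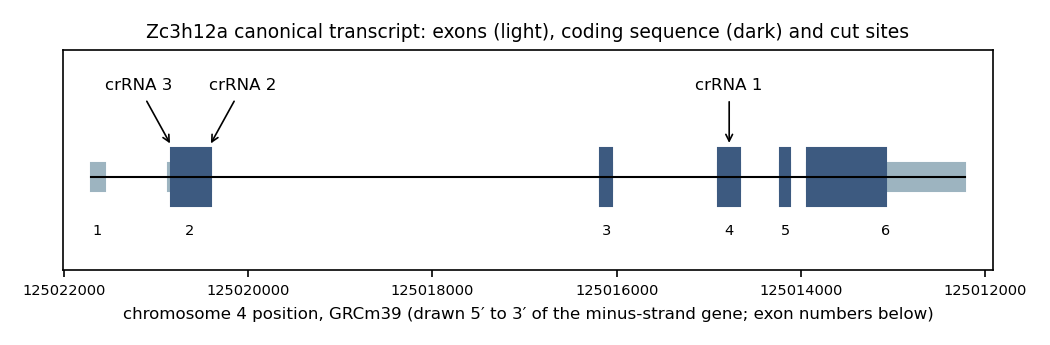
Map of the canonical *Zc3h12a* transcript on chromosome 4 (x axis, position in GRCm39, drawn from 5′ to 3′ of the gene), with exons in light and coding sequence in dark color and an arrow at each predicted cleavage site. Sites 3 and 2 lie in exon 2 and site 1 in exon 4.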

A non-targeting crRNA (scrambled) was used as a control (all from Integrated DNA Technologies). Cas9-gRNA RNPs were prepared by incubating either 0.5 μl of each gRNA with 1.5 μl TrueCut Cas9 Protein v2 (5 μg/μl; Thermo Fisher Scientific) or 1 μl of each gRNA with 1.5 μl recombinant Cas9-NLS (5 μg/μl, in-house) for 20 min at RT. To increase transfection efficiency, Alt-R Electroporation Enhancer (Integrated DNA Technologies) was added to the transfection mix. Cells were resuspended in 10 μl of buffer R, and electroporated with the RNPs with one pulse at 1,600 V and 30 ms of width for BMMCs, and one pulse at 1,700 V and 20 ms of width for HMC-1.1 and HMC-1.2 cells. Transfected cells were kept in antibiotic-free medium for 24 h. Downstream experiments were performed after 1 wk. All oligonucleotides used are listed in Table S5.

### Expression plasmids

Regnase-1 and Regnase-3 expression plasmids were generated using standard cloning techniques. The murine *Zc3h12a* coding sequence was amplified from the pRetro-Xtight-Myc-GFP-Regnase-1 plasmid (Behrens et al, 2021), whereas the *Zc3h12c* coding sequence was amplified from cDNA obtained from BMMCs. These were either cloned into the pCDNA3 vector (Thermo Fisher Scientific) and pCDH-EF1α-T2A-copGFP (System Biosciences) for expression in HEK293T or tagged with FLAG-HA, then cloned into the pUC57-mini vector (synthesized by GenScript) to be used as a template for in vitro mRNA transcription. The human *ZC3H12A* coding sequence was amplified from the pEXPR-IBA105-MCPIP1 plasmid (Behrens et al, 2018), then cloned into the pUC57-mini vector. To generate the RNase-inactive mutants, residues D141 of Regnase-1 (either human or mouse) and D252 of Regnase-3 were mutated to asparagine using QuikChange II XL Site-Directed Mutagenesis Kit (Agilent) following the manufacturer’s protocol. To generate C-terminal truncations of Regnase-3, a stop codon was incorporated at the indicated sites using QuikChange II XL Site-Directed Mutagenesis Kit (Agilent) following the manufacturer’s protocol. To generate the luciferase reporter plasmid, the full-length 3′UTR of *Zc3h12a* was amplified from genomic DNA obtained from BMMCs and cloned downstream of the luciferase reporter gene in pmirGLO Dual-Luciferase miRNA Target Expression Vector (Promega).

### In vitro mRNA transcription

To express Regnase-1 and -3, pUC57-mini plasmids harboring the WT or mutated coding sequence downstream of the T7 promoter were first transcribed into mRNA using HiScribe T7 ARCA mRNA Kit (New England BioLabs) according to the manufacturer’s protocol. Briefly, the plasmids were linearized by digestion with SpeI (New England BioLabs), followed by purification using NucleoSpin Gel and PCR Clean-up Kit (Macherey-Nagel). Linearized DNA templates (1 μg) were then assembled together with ARCA/NTP mix, T7 RNA polymerase mix (both included in the kit), and pseudo-UTP (Jena Bioscience) for the IVT reaction. mRNA synthesis was completed by removing the DNA template through DNase I treatment, followed by poly(A) tailing by adding poly(A) polymerase and buffer (all included in the kit) to the reaction mix. All reactions were each done at 37°C for 30 min. Resulting mRNA products were purified using Monarch RNA Cleanup Kit (New England BioLabs), visualized on 1% TBE gel, and quantified using NanoDrop 2000. BMMCs were transfected with Regnase-1 or Regnase-3 (WT or RNase-inactive mutant D141N or D252N) IVT mRNA using 10 μl Neon Transfection System Kit (Thermo Fisher Scientific) according to the manufacturer’s protocol. IVT mRNA from the pUC57-mini plasmid expressing ZsGreen alone was used as a control. Briefly, cells were washed with PBS and resuspended in 10 μl of buffer R. IVT mRNA (3 pmol for BMMCs and 0.25 pmol for HMC-1.1 and HMC-1.2 cells) and 10U RNase inhibitor (Promega) were then added to the cell suspension. Cell electroporation was performed with one pulse at 1,600 V and 30 ms of width for BMMCs, and one pulse at 1,700 V and 20 ms of width for HMC-1.1 and HMC-1.2 cells. Transfected cells were kept in antibiotic-free medium, and downstream experiments were performed within 24 h.

### Luciferase reporter assays

HEK293T cells were transfected with 3 μg of a pmirGLO plasmid containing the 3′UTR of *Zc3h12a* or *Tnf* (plasmid 207127; Addgene) (Leoni et al, 2023) and 1 μg of pCDNA3-Regnase-1 WT/D141N or pCDH-Regnase-3 WT/D252N or the corresponding empty control plasmids using polyethylenimine (PEI). After 48 h, luciferase activity was analyzed using Dual-Luciferase Reporter Assay System (Promega) according to the manufacturer’s protocol and measured using GloMax Discover (Promega).

### mRNA stability assay

BMMCs were treated with 1 μg/ml IgE/anti-DNP (Sigma-Aldrich) for 30 min followed by stimulation with 0.2 μg/ml HSA-DNP (Sigma-Aldrich) for 30 min. Transcription was then blocked by incubating the cells with 10 μg/ml actinomycin D (Sigma-Aldrich). Cells were harvested at different time points (15, 30, and 60 min), and RNA isolation and RT–qPCR were performed as mentioned above. mRNA expression was calculated using the 2^−ΔCt^ and 2^−ΔΔCt^ method, normalizing against *Gapdh* expression. When possible, the mRNA decay rate (half-life, t^1/2^) was calculated by non-linear regression curve fitting (one phase decay) using GraphPad Prism version 9 (GraphPad).

### Cell viability and apoptosis assays

Cell viability was measured by staining cells with LIVE/DEAD Fixable Aqua Dead Cell Stain or Blue Dead Cell Stain (Thermo Fisher Scientific) for 20 min at RT. Cell apoptosis was measured by co-staining cells with Annexin V and 7-AAD using PE Annexin V Apoptosis Detection Kit I (BD Biosciences), according to the manufacturer’s protocol. All experiments were performed without acute stimulation.

### Cell proliferation and cell cycle analysis

Cell proliferation was measured by BrdU incorporation for 12–16 h at 37°C, followed by BrdU staining using APC BrdU Flow Kit (BD Biosciences), according to the manufacturer’s protocol. Cell cycle progression was analyzed by co-staining cells with 7-AAD. All experiments were performed without acute stimulation.

### Cell degranulation assay

BMMCs were treated with 1 μg/ml IgE/anti-DNP (Sigma-Aldrich) and 0.2 μg/ml HSA-DNP (Sigma-Aldrich) for 30 min. Cell degranulation was measured by Annexin V staining using PE Annexin V Apoptosis Detection Kit I (BD Biosciences), according to the manufacturer’s protocol.

### RNA sequencing

BMMCs were transfected with *Zc3h12a* RNPs or scrambled RNPs as a control (four independent biological replicates). After 1 wk in culture, cells were lysed in TRI Reagent RT (Molecular Research Center) and RNA was extracted using Direct-zol RNA Microprep Kit (Zymo Research). After poly(A) mRNA enrichment and Tecan Revelo mRNA Library Preparation, mRNA sequencing using Illumina NovaSeq 6000 (2 × 50-bp reads) was outsourced to Next Generation Sequencing Platform at the University of Bern (Switzerland). Read quality control was assessed using fastqc v.0.11.9 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and RSeQC v.4.0.0 (Wang et al, 2012), followed by read mapping to the reference genome Mus_musculus.GRCm39.107 using HiSat2 v.2.2.1 (Kim et al, 2015). Counts were generated and corrected for batch effects using featureCounts v.2.0.1 (Liao et al, 2014) and removeBatchEffect function in R (Ritchie et al, 2015), respectively. Differential expression was analyzed by combining three DE methods: DESeq2 (Wald), edgeR (QLF), and limma (trend), using the Omics Playground platform (Akhmedov et al, 2020). Genes with log_2_ fold change >0.5 and <−0.5 and *P* ≤ 0.05 were considered differentially expressed and included in the gene ontology (GO) analysis performed using DAVID Bioinformatics Resource v2023q2 (Huang da et al, 2009; Sherman et al, 2022). The top 10 GO enriched terms in up-regulated and down-regulated genes were graphically represented (for up-regulated genes, only categories with >10 genes were considered). Data visualization was performed with RStudio version 4.1.

### Meta-analysis of RBP expression

Re-analysis of RNA-seq data from Li et al (2021) was performed using the DESeq2 package in R (Love et al, 2014). Genes encoding for RBPs identified in more than one RBPome listed in the RBP2GO database (Caudron-Herger et al, 2021) and with the sum of counts in all samples ≥10 were included in the differential expression analysis. RBP genes with log_2_ fold change >0.5 and <−0.5 and *P* ≤ 0.05 were considered differentially expressed and included in functional categorization analysis using PANTHER 17.0 (Mi et al, 2019). First, differentially expressed RBP genes broadly categorized under the GO term RNA metabolic process (GO:0016070) were identified. This was followed by more specific categorization using the following GO terms: regulation of RNA stability (GO:0043487), RNA modification (GO:0009451), RNA processing (GO:0006396), RNA localization (GO:0006403), and translation (GO:0006412). Data visualization was performed with RStudio version 4.1. ATAC-seq data from Li et al (2021) were visualized using Integrative Genomics Viewer (IGV) 2.16.0 (Robinson et al, 2011).

### Lentiviral preparation and cell transduction

To generate lentivirus, HEK293T cells were transfected with lentiviral vectors together with the packaging vectors psPAX2 and pMD2.G (plasmids 12260 and 12259 by Didier Trono; Addgene) using PEI. After 48 h, lentiviral particles in the supernatant were collected and concentrated using a PEG-8000 solution as previously described (Lo & Yee, 2007). For co-expression experiments, BMMCs were first transduced with pScalps-Regnase-1 D141N lentivirus and treated with puromycin for 48 h, followed by a second transduction with pScalps-Regnase-3 D252N lentivirus. For Cre recombinase expression, the pScalps-EGFP-Cre recombinase vector (Leoni et al, 2023) (plasmid 207132; Addgene) was used to transduce WT and *Zc3h12a*^fl/fl^ BMMCs, for at least 96 h. Flow cytometry–based analyses were done by gating on EGFP^+^ cells, whereas Western blot experiments were performed on EGFP^+^ cell population sorted using BD FACSymphony S6 Cell Sorter (BD Biosciences).

### Immunoprecipitation and enzymatic digestion

BMMCs (2 × 10^7^) were activated with 2 nM PMA and 200 nM ionomycin for 1 h. Cells were washed with ice-cold PBS and lysed in IP buffer (50 mM Tris, pH 7.5, 150 mM NaCl, 1 mM EDTA, 0.25% NP-40, 1X protease inhibitor [Sigma-Aldrich], 1X phosphatase inhibitor [Sigma-Aldrich]). Lysates were cleared of cell debris by centrifugation at 10,000*g* for 10 min at 4°C, followed by pre-clearing with 20 μl Dynabeads Protein G (30 mg/ml; Invitrogen) at 4°C with rotation for 2 h. 1 mg of pre-cleared lysates was incubated with 50 μl Dynabeads Protein G (30 mg/ml) and 5 μg Regnase-1 (R&D Systems) or Regnase-3 (Helmholtz Munich Monoclonal Antibody Core Facility) antibody at 4°C with rotation for 16 h. Mouse IgG (Sigma-Aldrich) or rat IgG (Thermo Fisher Scientific) antibodies were used as isotype controls, respectively. Immunoprecipitated proteins were pulled down using DynaMag-2 Magnet (Thermo Fisher Scientific) and washed two times with IP buffer with 0.1% NP-40, followed by two washes with detergent-free wash buffer (50 mM Tris, pH 7.5, 150 mM NaCl, 1X protease inhibitor, 1X phosphatase inhibitor).

On-bead digestion of immunoprecipitated proteins was performed as follows. Beads were resuspended in 8 M urea, 50 mM ammonium bicarbonate buffer. Proteins were then reduced with 10 mM dithiothreitol for 60 min at 37°C and alkylated with 50 mM iodoacetamide for 30 min at RT. Digestion was carried out in 8 M urea, 50 mM ammonium bicarbonate buffer for 2 h at 37°C with 1 μg of Lys-C (FUJIFILM Wako Chemicals), after which the digestion buffer was diluted to final 2 M urea with 50 mM ammonium bicarbonate. 1 μg of trypsin (Promega) was added for overnight digestion at 37°C. All steps were performed in agitation to avoid bead precipitation. Digestion was stopped by adding acetonitrile to 2% and trifluoroacetic acid to 0.3%, and the beads were collected with DynaMag-2 Magnet (Thermo Fisher Scientific). Digested peptides were purified by loading the supernatant into C18 StageTips (Rappsilber et al, 2007), and eluted with 80% acetonitrile, 0.5% acetic acid. Finally, the elution buffer was evaporated by vacuum centrifugation and purified peptides were resolved in 2% acetonitrile, 0.5% acetic acid, 0.1% trifluoroacetic acid for single-shot LC-MS/MS measurements.

### LC-MS/MS

Peptides were separated on an EASY-nLC 1200 HPLC system (Thermo Fisher Scientific) coupled online via a nanoelectrospray source (Thermo Fisher Scientific) to a Q Exactive HF mass spectrometer (Thermo Fisher Scientific). Peptides were loaded in buffer A (0.1% formic acid) into a 75 μm inner diameter, 50 cm length column, packed in-house with ReproSil-Pur 120 C18-AQ 1.9 μm resin (Dr. Maisch HPLC GmbH), and eluted over a 150-min linear gradient of 5–30% buffer B (80% acetonitrile, 0.1% formic acid) at a flow rate of 250 nl/min. Xcalibur software (Thermo Fisher Scientific) operated the Q Exactive HF in a data-dependent mode with a survey scan range of 300–1,650 m/z, resolution of 60,000 at 200 m/z, maximum injection time of 20 ms, and AGC target of 3 × 10^6^. The top 10 most abundant ions with charge 2–5 were isolated with a 1.8 m/z isolation window and fragmented by higher energy collisional dissociation (HCD) at a normalized collision energy of 27. MS/MS spectra were acquired with a resolution of 15,000 at 200 m/z, maximum injection time of 55 ms, and AGC target of 1 × 10^5^. Dynamic exclusion was set to 30 s to avoid repeated sequencing.

### LC-MS/MS data analysis

MS raw files were processed using MaxQuant software v.1.6.7.0 (Cox & Mann, 2008). Peptides and proteins were identified with a 0.01 false discovery rate by employing the integrated Andromeda search engine (Cox et al, 2011) to search spectra against the mouse UniProt database (July 2019) and a common contaminants database (247 entries). Enzyme specificity was set as “Trypsin/P” with a maximum of two missed cleavages and minimum length of seven amino acids. N-terminal protein acetylation and methionine oxidation were set as variable modifications, and cysteine carbamidomethylation as a fixed modification. Match between runs was enabled to transfer identifications across samples based on mass and normalized retention times, with a matching time window of 0.7 min and an alignment time window of 20 min. Label-free protein quantification (LFQ) was performed with the MaxLFQ algorithm (Cox et al, 2014) with a minimum required peptide ratio count of 1. Data analysis was performed using Perseus software v.1.6.2.3 (Tyanova et al, 2016). Data were pre-processed by removing proteins only identified by site, reverse hits, and potential contaminants. After log_2_ transformation of LFQ intensities, biological replicates of each experimental condition were grouped and proteins were filtered for a minimum of three valid values in at least one group. Missing data points were then replaced by imputation from a normal distribution with 0.3 width and 1.8 downshift, and a two-sided two-samples *t* test (0.05 false discovery rate, 250 randomizations) was used to identify significant changes in protein intensity between each immunoprecipitation experiment and its corresponding isotype control.

### Regnase-1 and -3 co-transfection in HEK293T cells

HEK293T cells were co-transfected with pCDNA3-Regnase-1 and pCDNA3-Regnase-3 plasmids (10 μg each, full-length or C-term truncated) using polyethylenimine (PEI). After 48 h, cells were harvested for immunoprecipitation experiments using 5 μg anti-Regnase-1 (R&D Systems), anti-Regnase-3 (Helmholtz Munich Monoclonal Antibody Core Facility), anti-HA (BioLegend), or anti-FLAG (Sigma-Aldrich) antibodies. For experiments with RNase treatment, pre-cleared lysates were treated with 100 μg/ml RNase A (Zymo Research) and RNase I (Thermo Fisher Scientific) at 37°C for 30 min before incubation with the antibody–bead complex.

### Immunofluorescence

Cells were fixed with 4% PFA in PBS for 10 min, then cytospun on a coverslip. Cells were permeabilized with 0.2% Triton X-100 in PBS for 15 min and blocked with 5% BSA in PBS for 30 min. Cells were then stained with anti-Regnase-1 (R&D Systems) or anti-Regnase-3 (Helmholtz Munich Monoclonal Antibody Core Facility) at 1:100 dilution for 1.5 h, followed by anti-mouse IgG (H+L)-Alexa Fluor 568– or anti-rat IgG (H+L)-Alexa Fluor 647–conjugated secondary antibody (Thermo Fisher Scientific) at 1:500 dilution for 30 min. All incubations were done at RT. Stained cells were washed three times with PBS and once with water, followed by nucleus counterstaining and mounting on microscopy slides using Vectashield (Vector Laboratories) with DAPI. All antibodies used are listed in Table S5. Confocal microscopy imaging was performed using Leica Stellaris SP8 confocal laser scanning microscope with Leica HCX PL APO 40 × 1.30 oil or 63 × 1.40 oil objectives (Leica Microsystems). Image acquisition and processing were done using Leica Application Suite X (Leica Microsystems) and ImageJ version 1.53 h (Schindelin et al, 2012) software.

### ELISA

1 × 10^5^ cells were stimulated with 1 μg/ml IgE/anti-DNP and 0.2 μg/ml HSA-DNP for 6 h in a 96-well plate before collection of the supernatant and measurement of TNF release using Mouse TNF-α High Sensitivity ELISA (eBioscience), following the manufacturer’s instructions.

### Data analysis

All data shown consist of biological (not technical) replicates. Data representation and statistical analysis were performed using GraphPad Prism v9. All source data for all figures are provided in the **Source Data Files**.

## Supplementary Material

Reviewer comments

## Data Availability

All raw data are either contained within this article or deposited in Gene Expression Omnibus (GEO) with accession number GSE240210 and in ProteomeXchange via the PRIDE database (Perez-Riverol et al, 2022) with dataset identifier PXD051849.

# Supplementary material for: Crosstalk between Regnase-1 and -3 shapes mast cell survival and cytokine expression
**Source:** Life Sci Alliance. 2024 Jun 3;7(8):e202402784. doi: 10.26508/lsa.202402784
**Supplement:** Supplementary file 15

***Supplementary table 5. Materials used in this study***

How the deposited data were processed for this re-analysis (not part of the article)

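RNA from 8 samples of bone marrow–derived mast cells was analysed, 4 after scrambled RNP and 4 after *Zc3h12a* RNP. The authors prepared poly(A) libraries, aligned the reads with HiSat2 to GRCm39, counted them per gene with featureCounts, and deposited these raw counts. The paper's text does not name the strand setting or the handling of reads with several matches. The methods name removeBatchEffect, but the deposited counts are whole numbers without that correction, and the batch is not named in the text. Reads of genes with near-identical copies or overlapping genes may have been divided by the counting.

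The counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, edgeR's filter on low counts within the groups, and a model of the replicate number and the RNP. A gene was called at a log2 fold change beyond 0.5 and a Benjamini-Hochberg adjusted p at or under 0.05. Standard errors were computed as the size of the log2 fold change divided by the square root of the F statistic. CPM per sample are TMM-normalized, and log2 CPM per sample used a prior count of 2. A difference per pair is the difference of log2 CPM between samples of a replicate number. Gene lists were tested with camera, with fry and with camera at an estimated correlation in limma 3.58.1; 13 lists with at least 3 tested genes were used, and the neutrophil list had fewer. The lists were S phase, G2/M phase, cholesterol synthesis, fatty acid synthesis, LXR targets, hypoxia and glycolysis, NRF2 targets, p53 targets, glucocorticoid-responsive genes, and genes of mast cells, basophils, macrophages and B cells. DESeq2 1.42.0 was an alternative. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

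The pairing of samples comes from the study's design, in which cells of 4 mice received both RNPs; the labels do not state that a replicate number marks a mouse. The deviations of same-numbered samples from their group means had correlations of 0.595, 0.075, 0.624 and 0.041 over all genes tested. Among 9777 genes with a mean log2 CPM above 2 these were 0.76, 0.651, 0.73 and 0.663, while samples of different numbers had at most 0.164. Over all genes tested, samples of different numbers had up to 0.398, above the values of pairs 2 and 4. No samples of a group were alike within sampling noise (lowest chi-square per degree of freedom 58.2).

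On simulated counts made from the samples' means and library sizes, with 200 genes changed by a log2 fold change of 1, the test recovered 91.1% of 191 tested changed genes at a dispersion of 0.01 and 67.9% of 190 at 0.04. On 5 simulated sets with no changed gene, 4.8% of genes had an unadjusted p at or under 0.05. The simulation gave all genes the same dispersion and both samples of a pair the same culture deviation. The dispersion of the real counts was not set beside these values. The recovered shares are thus not the power of the test on the real samples.

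Genes named in the text are, by a rule set beforehand, the Regnase family, the genes the paper names in its RNA-seq paragraph or labels in Fig 6A, the 5 genes with the largest rise and the 5 with the largest fall among those past the thresholds and alike in direction in all 4 pairs (there were none), the transcripts the paper names as Regnase targets in other experiments, and members of the gene lists. The genes induced by activation were chosen after their values were seen. Alternatives were the test (DESeq2, limma-trend, all 3 combined), the removal of the replicate effect before the test, no block, other normalizations, other filters, a GC-content correction by loess with a span of 0.3, and leaving out each replicate. These, the gene lists and the named genes were fixed before the data were examined, except a filter on a mean of 50 counts. Gene positions come from GENCODE's annotation of GRCm39, in which 22601 of 24059 symbols were found and 126 by an older symbol; 1332 were not found. *Il12b* was not among the symbols listed, and *Il2*, *Il1a* and *Edn1* had too few counts to be tested. The values of 1 gene of the paper's RNA-seq paragraph are not reported here.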

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

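The split counts of gene lists and the test of sequencing depth were chosen only after the result was seen. Of 114 groups of 4 samples examined, 10 had 1 sample far from the others, where chance gives 5.7. The ratio of the gap to the range was 0.872 for *Zc3h12a* in scrambled RNP replicate 1, 0.843 for *Nfkbid* in *Zc3h12a* RNP replicate 1, 0.908 for *Cdca7* in scrambled RNP replicate 4, 0.960 for *Ung* in scrambled RNP replicate 3 and 0.898 for *Pold1* in *Zc3h12a* RNP replicate 2. It was 0.843 for *Gnb1l* in *Zc3h12a* RNP replicate 3, 0.854 for *Litaf* in *Zc3h12a* RNP replicate 4, 0.921 for *Errfi1* in scrambled RNP replicate 3 and 0.911 for *Rgs11* in scrambled RNP replicate 4. No biological explanation was tested for these single samples.

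Among the scrambled RNP samples, the share of counts taken by the 20 most counted genes was lowest in replicate 2, at 14.3%, with a ratio of 0.859. It was lower still, at 13.2%, in *Zc3h12a* RNP replicate 2. Scrambled RNP replicate 2, which had the most counts, also had the fewest from genes that mast cells are not known to transcribe. For 222 smell receptor genes this sample had 0.00815 CPM per kilobase of exon, and scrambled RNP replicate 4, with the fewest counts, had 0.124. The highest value was 15.2 times the lowest. Depth would make these values alike or lowest in the least sequenced sample, which the tables argue against. Genomic DNA carried into the libraries is a candidate explanation. In its favor, the median ratio between receptors and 21 other silent genes was 0.995 (0.597 to 1.78 over samples), and receptor counts followed exon length (Spearman's rho 0.485 across genes). Against it, the counts of the second set did not follow exon length (rho -0.0279), so that genomic DNA cannot be told apart from other sources with so few genes. The first principal component, with 65.7% of the variance, placed scrambled RNP replicates 2 and 4 at its ends, with -121 and 74.7.

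Beyond the processes the paper discusses, 3 lists shifted in camera. NRF2 targets were higher, with a median of 0.29, and 19 of 20 were higher (adjusted p 5.4e-09); 6 of these 20 are genes the paper names, and without them the median was 0.22 (adjusted p 2.6e-05). Glucocorticoid-responsive genes were lower, with a median of -0.43 (adjusted p 2.0e-07), and 6 of 16 are genes the paper names. Without those the median was -0.22 (adjusted p 0.0243), and leaving out each replicate gave -0.49 to -0.28, against 0.17 to 0.38 for NRF2 targets. Mast cell genes had a median of -0.093 (adjusted p 0.00436), and 16 of 18 were lower. The mast cell list did not pass without replicate 1 (median -0.0099, adjusted p 0.186) or without replicate 2 (-0.032, adjusted p 0.288). None of these passed in fry (adjusted p 0.201 for NRF2 targets and 0.274 for the others). In each case the real split had the largest shift, 1 of 8 splits that part all pairs, and 8 splits cannot give a share under 0.05, so chance and a change caused by the RNP cannot be told apart.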

How the results depend on the processing

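The main test calls 0 genes higher and 0 lower. No replicate block gave 0 and 0 as well, and at an unadjusted p it gave 12 higher and 49 lower against 37 and 93 with the block. GC-content correction, library totals and the 3 tests combined with the block gave 0 and 0 too, as did glmTreat and no fold-change threshold. DESeq2's Wald test gave 8 higher and 52 lower, limma-trend 0 and 1, DESeq2's size factors 0 and 1, no low-count filter 9 and 31, and at least 10 counts in every sample 0 and 3. Removing the replicate effect before the test gave 24 and 72 with 3 tests combined and 25 and 77 with edgeR. A filter on a mean of 50 counts, chosen after seeing the data, gave 0 and 1. Leaving out each replicate gave 0 to 80 higher and 0 to 57 lower. Both highest values came without replicate 2; without replicate 4, 0 and 2 passed.

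Of the genes named, 0 passed in the main test. With DESeq2's Wald test 25 passed, with limma-trend 1, with removal first and 3 tests 25, with removal first and edgeR 26, with DESeq2's size factors 1, without the filter 24, with at least 10 counts 3 and with a mean of 50 counts 1. Leaving out each replicate gave 0 to 33, the highest without replicate 2. The causes of these changes were not tested beyond what is given under the other observations.

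In direction, *Zc3h12a* was at 0.0046 with library totals, 0.022 with GC-content correction and -0.075 to 0.0062 without each replicate. *Zc3h12c* was at 0.0053 with library totals. *Bcl2l1* was at 0.017 with library totals, 0.023 with GC-content correction and -0.078 to 0.031 without each replicate. *Zc3h12b* ranged from -0.10 to 0.51 and *Bax* from -0.017 to 0.29 without each replicate. With library totals the median log2 fold change of the genes tested was 0.11, against 0.038 with TMM, and at an unadjusted p they gave 95 higher and 63 lower, more higher than lower genes in place of fewer. The same change of balance was found with no low-count filter (93 and 88), without replicate 2 (261 and 139) and without replicate 4 (305 and 73). Among the other values of single genes, 52 became past the thresholds and 402 stayed on their side.

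In camera 9 of 13 lists passed; with fry or with the estimated correlation 0 did, with medians of 0.30 for S phase, 0.31 for G2/M, -0.19 for cholesterol synthesis, -0.080 for fatty acid synthesis and -0.33 for hypoxia and glycolysis as before. Without the genes the study names, fatty acid synthesis (-0.061) no longer passed. Leaving out each replicate gave 7 to 9 lists, and medians of 0.15 to 0.46 for S phase, 0.10 to 0.50 for G2/M, -0.27 to -0.095 for cholesterol synthesis, -0.16 to 0.0044 for fatty acid synthesis and -0.47 to -0.11 for hypoxia and glycolysis. The fatty acid list changed sign without replicate 2, and the mast cell list did not pass without replicate 1 or 2. Basophil genes ranged from -0.049 to 0.37, macrophage genes from -0.16 to 0.062 and p53 targets from -0.017 to 0.11. The correlation with the knockdown panel stayed negative without each replicate (-0.20 to -0.069).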

Differences from the paper's values

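The paper reports 131 up-regulated genes, and the main test called 0 genes higher; it reports 187 down-regulated genes, and the main test called 0 lower. No alternative set before the data were examined came within 1.5 times of both numbers at the adjusted p. The highest were 80 higher without replicate 2 and 77 lower after removal of the replicate effect with edgeR. At an unadjusted p, counts chosen for comparison after seeing the values came closer. Removal of the replicate effect gave 111 higher and 162 lower with 3 tests combined and 154 and 195 with edgeR, both within 1.5 times of the numbers in the paper's text. For the higher genes alone, library totals gave 95 and no low-count filter 93, and for the lower genes alone, leaving out replicate 2 gave 139 and replicate 3 gave 138.

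The copy of the paper's Table S4 used here holds 1998 genes, sorted by fold change, with 10940 left out. In it, 187 genes have the paper's log2 fold change above 0.5, of which 186 have a q-value at or under 0.05. The paper's percentages of genes per term give 187 genes behind its terms for up-regulated genes and 129 behind those for down-regulated genes, so the numbers of the text and those of the table are in opposite order. The comparison at an unadjusted p depends on this order. Against 187 higher and 129 lower, neither count after removal came within 1.5 times of both numbers, and the 261 higher and 139 lower genes without replicate 2 did, also compared after seeing the values.

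The paper calls *Bcl2* unchanged; here it had a log2 fold change of -0.34 and was lower in 4 of 4 pairs, at an adjusted p of 0.660. The paper's table gives *Nfkbid* a log2 fold change of 0.511 and a q-value of 0.103, while the other 12 genes of its paragraph found in that copy have q-values of at most 0.00344. The genes the paper's paragraph calls changed, chosen on these same samples, had its direction in 24 of 24 cases. In the main test, 0 passed the adjusted p. Of these 24, 10 passed both thresholds with DESeq2's Wald test, 9 after removal of the replicate effect with either test, 8 without the low-count filter, 14 without replicate 2 and 1 each with at least 10 counts in every sample and without replicate 4. Of the 31 genes labelled in Fig 6A, 20 passed with DESeq2's Wald test, 20 and 21 after removal with 3 tests and with edgeR, 21 without the low-count filter, 27 without replicate 2, 3 with at least 10 counts, 2 without replicate 4, and 1 each with limma-trend, with DESeq2's size factors and with a mean of 50 counts, the last chosen after seeing the values.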

Other observations

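The tests of genes with few counts, of replicate 2, of removal before the test, of single pairs, of activation, of the knockdown panel and of the split counts of lists other than S and G2/M phase were chosen only after the result was seen.

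No gene passed the thresholds in the main test, which is edgeR's with the block. Other fits with the same block ranged from 0 and 0, with 3 tests combined, to 8 higher and 52 lower with DESeq2's Wald test. Genes with few counts do not explain the result of the main test, since with at least 10 counts in every sample only 3 passed. In that same fit, 44 higher and 121 lower genes passed at the unadjusted p. Leaving out replicate 2 gave 137 genes, and leaving out another replicate gave 2 at most, so pair 2 may hold much of the residual spread. Its libraries differed in smell receptor counts, with 0.00815 CPM per kilobase after scrambled RNP and 0.0682 after *Zc3h12a* RNP. Those of pair 4 differed too, with 0.124 and 0.0482. The 1794 genes with a log2 fold change above 0.5, most of them at a low level, moved in the direction of these receptor counts in each pair. The libraries are thus a candidate source of their differences. For the other genes, whether the libraries or the cells of pair 2 cause the spread was not tested. Counts of splits include the real split here and below. Of 8 splits that part all pairs, 3 gave at least the 130 genes of the real one at the unadjusted p, and the other 2 had 1160 and 1289. Without the block, 29 of 35 splits gave at least as many genes as the real one, whose 61 genes are few beside 2828 in another split. That split parts only 2 pairs, and splits with a pair on the same side also hold the differences between replicates. Among the other splits that part all 4 pairs, the numbers ran from 3 to 425, with the real one between them.

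After removal of the replicate effect and 3 tests, 2 of 8 splits gave as many genes as the real one, and the other had 1206. In simulated counts with no changed gene, 17.1% of genes had an unadjusted p at or under 0.05 after removal, and 4.8% with the block. Over 5 sets, the 3 tests called 171 genes after removal and 1 with the block. The larger number of genes after removal is consistent with a test that does not count the replicate terms taken out.

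S phase genes were higher. GC content does not account for the shift, since with its correction the median was 0.29. Only the real split had so large a shift, 1 of 8, and for G2/M 2 of 8 did, with 0.34 in the other. Leaving out replicate 4 gave the lowest medians, 0.15 for S phase and 0.10 for G2/M. These are no more than 2 standard errors of the 3 pairs left above 0. In camera with its preset correlation, both lists still passed in that fit (adjusted p 0.00149 and 0.0492). An effect of the RNP in all cultures and a low value of scrambled RNP replicate 4 cannot be told apart with 4 pairs. For lists of lower genes, as large a shift was found in 2 of 8 splits for cholesterol synthesis, 3 of 8 for fatty acid synthesis, and 1 of 8 each for LXR targets and for hypoxia and glycolysis; 8 splits cannot give a share under 0.05. The lists of p53 targets (median 0.047), basophil (0.12), macrophage (-0.076) and B cell genes (0.53, over 4 genes) did not pass in camera.

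*Tnf* was higher in all 4 pairs. If the *Zc3h12a* RNP cultures were more activated, other activation genes would rise. The median log2 fold change of 9 such genes was 0.039, with members from -0.75 (*Nr4a3*) to 0.26 (*Ccl3*), which leaves this open. Resting cultures differed widely in these genes, 252-fold among scrambled RNP samples for *Nr4a3* and 167-fold for *Nr4a1*.

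The paper's NanoString values for activated cells after siRNA knockdown of *Zc3h12a* were set beside the RNP values over 306 shared genes. If the same genes responded, the correlation across genes would be positive; Spearman's rho was -0.166 (permutation p 0.00405, adjusted 0.0122 over 3 comparisons) and Pearson's r -0.128 (adjusted 0.0768). Genes are not independent replicates. For knockdown of *Zc3h12c* rho was -0.0151, and for both -0.105. *Mcm5*, *Top2a*, *Ccnb2* and *Cdc20* were lower after knockdown (the paper's log2 fold changes -0.93, -0.76, -0.61 and -0.71) and higher after RNP (0.44, 0.32, 0.29 and 0.34). Activation, time and method differ between the experiments, so the source of the difference was not tested.

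Loss of Regnase-1 would raise transcripts whose 3′ UTR holds a stem-loop with a pyrimidine-purine-pyrimidine loop. Among tested genes, 1411 had such a loop on a stem of 6 pairs, and 5205 had only another 3-base loop. The mean log2 fold change, adjusted for expression and 3′ UTR length, differed by -0.0055 (permutation p 0.489), which argues against a shift of these genes as a set. The loops were predicted from sequence alone.

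*Zc3h12c*, the gene of Regnase-3, was at 43.2 ± 4.58 CPM in scrambled RNP samples and 41.7 ± 8.65 in *Zc3h12a* RNP samples (SD, n = 4), a log2 fold change of -0.063. *Zc3h12b* and *Zc3h12d* were low, at 2.06 and 0.612 CPM in scrambled RNP samples. Of 8 tested transcripts the paper names as Regnase targets in its other experiments, 6 were higher and 2 lower, from -0.27 (*Traf1*) to 0.37 (*Il1b*). The lowest adjusted p in edgeR's quasi-likelihood test was 0.660, for *Nfkbiz*, which was higher in 4 of 4 pairs by a log2 fold change of 0.27.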
